# RNA-Seq analysis of differentially expressed genes relevant to innate and adaptive immunity in cecropin P1 transgenic rainbow trout (*Oncorhynchus mykiss*)

**DOI:** 10.1186/s12864-018-5141-8

**Published:** 2018-10-19

**Authors:** Yueh-Chiang Han, Chun-Mean Lin, Thomas T. Chen

**Keywords:** *Oncorhynchus mykiss*, Disease resistant transgenic fish, Antimicrobial peptide, Cecropin P1, RNA-Seq

## Abstract

**Background:**

In the past years, our laboratory successfully generated transgenic rainbow trout bearing cecropin P1 transgene. These fish exhibited resistant characteristic to infection by *Aeromonas salmonicida,* Infectious Hematopoietic Necrosis Virus (IHNV) and *Ceratomyxa shasta* (a parasitic pathogen). Previously, treating rainbow trout macrophage cells (RTS-11) with cecropin B, pleurocidin and CF17, respectively, resulted in elevated expression of two pro-inflammatory genes, e.g. cyclooxygenase-2 (*cox-2*) and interleukin-1β (*il-1β*). In addition, a profiling of global gene expression by 44 k salmonid microarray analysis was conducted, and the results showed that immune relevant processes have been perturbed in cecopin P1 transgenic rainbow trout. Therefore, we hypothesized that cecropin P1 may not only eliminate pathogens directly, but also modulate the host immune systems, leading to increased resistance against pathogen infections. To confirm this hypothesis, we performed de novo mRNA deep sequencing (RNA-Seq) to analyze the transcriptomic expression profiles in three immune competent tissues of cecropin P1 transgenic rainbow trout.

**Results:**

De novo sequencing of mRNA of the rainbow trout spleen, liver and kidney tissues were conducted by second-generation Illumina system, followed by Trinity assembly. Tissue specific unigenes were obtained, and annotated according to the Gene Ontology (GO) and the Nucleotide Basic Local Alignment Search Tool (BLAST). Over 2000 differentially expressed genes (DEGs) were determined by normalized ratio of Reads Per Kilobase of transcript per million mapped reads (RPKM) among the transgenic and non-transgenic fish in a tissue specific manner, and there were 82 DEGs in common among the three tissues. In addition, the enrichment analysis according to Gene Ontology Biological Process (GO:BP), and Kyoto Encyclopedia of Genes and Genomes (KEGG) based pathway analysis associated with innate/adaptive immunity of fish were also performed to illustrate the altered immune-related functions in each tissue.

**Conclusions:**

According to the RNA-Seq data, the correlations between alteration of gene expression profiles and the functional perturbations of the host immune processes were revealed. In comparison with the results of cDNA microarray analysis conducted by Lo et al., the overall results supported our hypothesis that the gene product of cecropin P1 transgene may not only directly eliminate pathogens, but also modulate the host immune system. Results of this study present valuable genetic information for *Oncorhynchus mykiss*, and will benefit future studies on the immunology of this fish species.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5141-8) contains supplementary material, which is available to authorized users.

## Background

Outbreak of diseases caused by pathogen infection is one of the most serious bottlenecks in the aquaculture industry worldwide. Traditional strategies including vaccination, treatment of diseased fish with antibiotics, and artificial selection of disease resistant fish strains by traditional approach have been used to control fish diseases. However, deficiencies, such as high economic costs of vaccination, selection of antibiotic-resistant pathogens, lacking effective cure of viral infection, and low degree of overall protection of fish population associated with these traditional strategies have limited their feasibilities. Therefore, effective means of controlling fish diseases in the aquaculture industry are awaiting to be developed, and transgenic fish technology may provide a solution to this problem. Mediated via the transgenic fish technology, directly modifying the unwanted genetic traits that cause the vulnerability of fish to infection by pathogens, or introducing specific genes that may confer resistance to pathogen infection into the fish genome might achieve the purpose of protecting fish from invasion by pathogens (see review by Chen et al.*,* 2014) [1].

Cecropin B, which was first identified in cecropia moth, *Hyalophora cecropia*, is one of the antimicrobial peptide (AMP) family member proteins playing an essential role in the innate immunity of insects [2]. According to Shai [3], the zwitterionic AMPs, 31 to 37 amino acid residues in length and α-helical cationic amphipathic peptides, can be integrated into the cellular membrane of pathogens and resulted in the formation of pores on the cellular membrane leading to ultimate lysis of pathogen cells [4]. Cecropin P1, identified from nematode inhabiting in the porcine small intestine, was found to be more potent against Gram-negative bacteria than Gram-positive bacteria [5], and was thus chosen as transgenic target gene in our laboratory for production of transgenic rainbow trout.

In the past years, transgenic medaka [6] and rainbow trout [7] that harbor cecropin B or cecropin P1 transgene were generated by microinjecting the transgene into fertilized eggs or by electroporating the transgene into sperm. Through repeated challenge studies, families of heterozygous cecropin P1 transgenic rainbow trout in the second and third generations were shown to be resistant to infection by *Aeromonas salmonicida*, infectious hematopoietic necrosis virus (IHNV) and *Ceratomyxa shasta* (a common parasite infecting rainbow trout) [7, 8]. In addition, Chiou et al. demonstrated that in vitro treatment of rainbow trout RTS11 cells (a trout macrophage cell line) with cecropin B and its synthetic analogue (CF-17) led to up-regulation of interleukin-1β (*il-1β*), which is a pro-inflammatory cytokine, and cyclooxygenase (*cox-2*), an enzyme essential for the inflammatory modulation [9]. Although AMPs can eliminate pathogens directly, Chiou et al. [10] and Lai [11] further suggested that AMPs might also initiate an immune-modulatory process in the host immune system. To support this perception, a preliminary study on the analysis of gene expression profiles of immune related genes in two families of cecropin P1 transgenic rainbow trout was conducted by Lo et al. [12] in our laboratory via cDNA microarray analysis on a 44 k custom made salmonid chip [13]; many tissue-specific differentially expressed genes (DEGs), namely in the spleen, liver, and kidney, were determined. Organ specific functional perturbations of the host innate/adaptive immune pathways were identified including phagocytosis, lysosomal processing, complement activation, antigen presenting, and leukocyte migration. Furthermore, disturbance of biological processes, which may contribute indirectly to host immunity, were also determined such as lipid metabolic process, cellular focal adhesion, and extracellular matrix (ECM)-organization [12]. By combining these facts, we hypothesized that transgenic cecropin P1 may not only eliminate pathogens directly, but also modulate the host’s innate and adaptive immunity. However, cDNA microarray conducted by Lo et al. has several limitations, e.g. (1) hybridization based florescence detection limits the measurement accuracy of the expression levels, especially the transcripts existing in very high or low copy numbers [14]; (2) only 44 k genes were analyzed and didn’t provide a global view of the total transcriptome; (3) the gene chip was customized according to *Salmo salar* genome and considered not thoroughly reflecting the trout genomic information. To overcome these limitations, and to extend the study for more solid evidence, a cross-platform confirmation is highly desirable.

The recent advances of the next generation sequencing technology (NGS), i.e., deep RNA sequencing (RNA-Seq), has exerted tremendous impact on studies on “de novo” construction of the transcriptome without a reference genome, evaluation of nucleotide variations, and evaluation of methylation patterns of genes etc. [15–17]. This technology has advantages over the cDNA microarray analysis in the following aspects: firstly, high levels of data reproducibility leading to reduction of technical replications for the experiments; secondly, allowing easy identification and quantification of the expression of isoforms and unknown transcripts; thirdly, increasing the popularity of high throughput sequencing technologies resulted in a significant reduction of the cost the RNA-Seq experiments. To confirm the mentioned hypothesis in the current study, de novo mRNA deep sequencing by the Illumina second generation system was carried out in three different immune relevant tissues (namely the spleen, liver, and kidney) of cecropin P1 transgenic rainbow trout, and followed by Trinity assembly of the data [18]. By sorting of Reads Per Kilobase of transcript per million mapped reads (RPKM), the DEGs were determined. From the GeneCodis enrichment analysis [19, 20], we discovered functional alterations of biological processes with identifiers of Gene Ontology: Biological Process (GO:BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. Finally, by establishing KEGG-based pathways analyses, we further revealed that immune relevant processes in the spleen and kidney, and energy metabolism relevant processes in the liver were significantly perturbed. These results strongly support our hypothesis, and will benefit future studies on the genetics of fish immunology. Furthermore, these perturbed DEGs may also serve as biological markers for artificial selection and breeding of disease resistant aquaculture important fish species.

## Results

### De novo sequencing, reads assembly, and annotation of reference database from non-transgenic fish

Pools of RNA samples from three tissues (i.e., the spleen, liver, and kidney) of non-transgenic rainbow trout were used to generate the reference genome library database. By removing reads of adaptor, reads of unknown nucleotides greater than 5% and reads with low quality bases (base quality ≦ 10), 103,048,352 paired-end clean reads from total nucleotides of 9,274,351,680 were obtained. After de novo assembly by the Trinity program [18], 257,490 contigs with the average length of 285 bp were collected, and a total of 141,850 unigenes with the average length of 523 bp were determined (Table 1). Subsequently, the unigenes were annotated by BLAST-p according to six databases, namely nucleotide collection NR/NT, Swiss-Prot, KEGG, GO, and Clusters of Orthologous (COG). The annotated unigenes were than used as reference genome library for further transgenic transcriptomic sequence mapping and assembly.

**Table 1:** Summary of non-transgenic rainbow trout transcriptome

Reads	Numbers
Total Raw Reads	115,871,414
Total Clean Reads	103,048,352
Total Clean Nucleotides (nt)	9,274,351,680
Total Contigs	257,490
Total Length of Contig	73,387,555
Avg. Length of Contig (nt)	285
Total Unigenes	141,850
Avg. Length of Unigene (nt)	523
Total Length of Unigene	74,181,833

### Sequencing and assembly of cecropin P1 transgenic rainbow trout

Messenger RNA isolated from three tissues (the spleen, liver, and kidney) of cecropin P1 transgenic rainbow trout were individually sequenced by Illumina HiSeq 2000. 

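Messenger RNA was measured in 6 libraries, 1 of transgenic and 1 of non-transgenic fish for each of the spleen, liver and kidney. Per the methods, tissue of 2 fish per family, 1 year old, was pooled for RNA, from 2 transgenic families and 1 non-transgenic family; whether the transgenic library of a tissue holds both families is not stated. No spread between fish can therefore be computed, and family and genotype change together in every comparison. In the order spleen, liver and kidney, the non-transgenic libraries held 7034848, 8161361 and 7344928 reads aligned to a single unigene, and the transgenic libraries 6922491, 8023228 and 7565341. The authors aligned the reads with SOAP2 to the unigenes assembled from non-transgenic fish, counted the uniquely aligned reads of each unigene, and scaled them by its length and by the library's total (RPKM). From these values, the RPKM ratio of transgenic over non-transgenic fish was taken for every unigene with reads in both libraries of a tissue. The reads of the 2 libraries were compared with the 2-sided Audic-Claverie test, adjusted after Benjamini and Hochberg over the unigenes tested. A unigene counted as a DEG at a ratio above 2 or below 0.5 with an FDR below 0.001, the value in the legend of Fig. 1. Such a test compares the 2 libraries, not the 2 genotypes, and the 95% intervals of a ratio cover counting error only. Unigenes were named by their best match in Swiss-Prot or NR, mostly a gene of another species, and the longest unigene stands for a gene symbol. The median log2 RPKM ratio of a group of genes was placed among 10000 random groups of as many unigenes matched on mean expression. Percentiles refer to these matched groups, whose central 95% bounds the numbers and medians given.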

By eliminating reads of adaptors, reads of unknown nucleotides larger than 10% and reads with low quality bases (base quality ≦ 5) greater than 50%, clean reads were obtained in a tissues specific manner. Afterwards, the clean reads were mapped to reference database generated from non-transgenic control by the aligning program of short oligonucleotide analysis package: SOAPaligner/SOAP2 [21] with no more than two mismatches allowed to generate tissues specific unigenes. 

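Serum albumin 1 (ALB1), the main transport protein of blood plasma, was the most-read unigene of the non-transgenic liver, with 733408 reads, and had 431281 in the transgenic liver. The fibrinogen gamma and beta chains (FGG and FGB), which form the blood clot, had 183954 and 169356 reads in the non-transgenic and 237452 and 220689 in the transgenic liver. Hemoglobin subunit alpha-1 (HBA1) was among the most-read unigenes of the spleen, with 202329 and 109429 reads, and the mitochondrial cytochrome c oxidase subunit 2 (MT-CO2) among those of the kidney, with 182891 and 288702. None of these 5 passed as a DEG. The 10 most-read unigenes took 35.9% of the reads of the non-transgenic and 33.2% of the transgenic liver. They took 21.8% and 18.7% in the spleen, and 16.8% and 23.8% in the kidney. At least 1 read in any of the 6 libraries was found for 131670 of the 141850 unigenes, and 53478 had reads in all 6. The mean length of a unigene was 523 bases and the median 300. A match in NR was listed for 55293 unigenes (39.0%), and 45865 carried a Swiss-Prot gene symbol, 12806 symbols in all.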

A sum of 131,671 unigenes was determined, and the overall good qualities of reads and aligning results were summarized in the Additional file 1.

### Determination of differential expression profiles

By calculating the ratio of RPKM of unigenes [22] among transgenic and non-transgenic fish, the differentially expressed gene profiles were determined with a threshold of two folds been set. The genes with RPKM ratio greater than two folds (transgenic/non-transgenic > 2 or < 0.5) were considered as significantly up- or down-regulated, respectively, and were defined as differentially expressed genes (DEGs). 

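In the spleen, the largest rise among named DEGs was that of serum amyloid A-3 (SAA3), an acute-phase protein, from 64 reads in the non-transgenic to 9608 in the transgenic library, 153-fold. FKBP5, a co-chaperone of the glucocorticoid receptor, rose 27.0-fold on 1 of its unigenes, and DDIT4, an inhibitor of mTOR signaling, 13.4-fold. NCAM1, a neural cell adhesion molecule, rose 12.5-fold, and the cytochrome P450 gene CYP1C3 10.9-fold. Among the spleen's largest falls was a unigene of MHC class I (Unigene54199), which presents peptides to T cells, 209-fold lower. Others were a unigene matched to SAMD9, 84.6-fold lower, and EGFL6, 65.7-fold lower. A unigene matched to SAMD9L instead rose 10.3-fold (10 to 101 reads). In the liver, a prostaglandin D synthase rose 33.7-fold, the growth factor midkine (MDK) 27.5-fold and apolipoprotein A-IV (APOA4), a carrier of dietary lipid, 12.4-fold. The liver's largest falls included a T cell receptor beta chain, 46.3-fold lower, and endothelial lipase (LIPG), 20.9-fold lower. Apolipoprotein H (APOH) was 38.1-fold lower on 1 of its unigenes (155 to 4 reads). With reads summed over all its unigenes, an alternative chosen after seeing the data, APOH did not pass. Of 99402 unigenes tested in the spleen, 1871 were up and 1164 down; of 65442 in the liver, 439 were up and 567 down. The median fold of the DEGs was 3.18 in the spleen and 3.50 in the liver, and no DEG had fewer than 18 reads in its higher library in the spleen or 19 in the liver.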

As shown in Fig. 1, there were 1873/1402 genes in the spleen, 431/622 genes in the liver, and 916/1323 genes in the kidney were determined as significantly up−/down-regulated. 

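In the kidney, sterol 26-hydroxylase (CYP27A1), an enzyme of bile acid synthesis, rose from 8 to 509 reads on 1 of its unigenes, 61.8-fold. Ceruloplasmin (CP), the copper carrier of plasma, rose 14.0-fold, stanniocalcin, a calcium-regulating hormone of fish, 12.2-fold, and the drug-metabolizing CYP3A27 11.4-fold. The homeobox gene TLX1, needed for spleen formation, was 29.1-fold lower, an immunoglobulin light chain of the L2 type 26.3-fold lower and complement C5 16.1-fold lower. An immunoglobulin M heavy chain was 15.2-fold lower, and alanine aminotransferase 2 (GPT2) 13.0-fold lower. Of 96751 unigenes tested in the kidney, 905 were up and 1207 down, so that 42.9% of the DEGs were up, beside 61.6% in the spleen and 43.6% in the liver. These shares depend on the scaling: in the kidney, TMM places the center of the log2 ratios at -0.19 and the median of ratios places it at -0.14, so changes taken relative to these centers are that much higher. With these, 66.8% and 61.5% of the kidney DEGs were up, and with TMM 52.1% of those of the spleen and 51.7% of those of the liver. A further 296 unigenes of the spleen, 81 of the liver and 158 of the kidney passed the test with 0 reads in 1 library. They were left out, as in the methods. Of them, 269, 74 and 140 were down and 27, 7 and 18 up. A reference assembled from non-transgenic reads alone favors such falls by itself, so this lean cannot be read as lower expression.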

After evaluating RPKM ratio in base two logarithm and eliminating redundancy by probes annotated with identical geneID, a total of 3275, 2239 and 1053 DEGs were identified in the spleen, kidney and liver, respectively. Additionally, by sorting RPKM ratio, a sum of 82 DEGs are in common among three tissues, 375 DEGs between the spleen and kidney, 86 DEGs between the spleen and liver, and 108 DEGs between the kidney and liver were identified (Fig. 2a). Moreover, these 82 DEGs belong to immune related biological functions, showing consistent or inverse expression patterns among the three tissues (Fig. 2c), where color gradient denoting relative fold changes of RPKM ratio. 

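BNIP3, a mitochondrial protein of hypoxia and autophagy, rose in every tissue, with log2 ratios of 1.09 in the spleen, 1.12 in the liver and 1.37 in the kidney, and guanine deaminase (GDA) by 2.30, 2.08 and 1.21. On the shared unigene, CD2, a T cell surface protein, fell by 1.43, 3.62 and 1.31 in the same order. That unigene is not the one that stands for CD2 in the gene lists below. A chain of the interferon alpha/beta receptor fell by 1.48, 1.77 and 1.25. Other shared DEGs went both ways: PDK2, a kinase that inhibits pyruvate dehydrogenase, had log2 ratios of 2.90 in the spleen, -2.08 in the liver and 1.30 in the kidney, and the phosphatase PHOSPHO1 of 1.05, 1.16 and -1.36. By unigene, 65 DEGs were common to the 3 tissues, where independent lists of these sizes would share 0.812 of the 53478 unigenes tested in all. That number treats every tested unigene as equally able to pass, although unigenes with few reads cannot. Where at least 10 reads over the 2 libraries were required, 68 were shared and 1.90 would be. Of the 65, 19 were up and 36 down in every tissue, so that 84.6% had the same direction (95% Wilson interval 73.9% to 91.4%). That interval takes the unigenes as independent, although some match the same gene, and it covers no spread between fish. With 1 unigene per best protein match, 30 were shared and 76.7% had the same direction (59.1% to 88.2%). Beside the 65, 305 were shared by the spleen and kidney alone, 83 by the spleen and liver and 105 by the kidney and liver. Counted over pairs of tissues, the direction was the same for 86.5% of the DEGs of both spleen and liver, 85.3% of those of liver and kidney, and 65.7% of those of spleen and kidney. The 3 tissues come from the same pools of fish and are not independent replicates of a genotype.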

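A unigene of the MHC class I heavy chain (Unigene54197) fell from 1593 to 11 reads in the spleen, from 337 to 1 in the liver and from 435 to 2 in the kidney, log2 ratios of -7.15, -8.37 and -7.81. Another MHC class I unigene of the spleen, Unigene40686, had 35532 and 32362 reads. A natterin-like protein, of a family of fish toxin-like proteins, had log2 ratios of -7.94, -3.53 and -10.23, which in the kidney is 1199-fold lower. NK-lysin, an antimicrobial peptide of cytotoxic lymphocytes, had -7.06, -4.25 and -1.76, and perforin-1, which forms pores in target cells, -4.99, -4.56 and -3.03 on the shared unigene, while its longest unigene had 1 read in each liver library. The interferon-induced GTPase GBP1 had -3.30, -3.93 and -4.24 on the shared unigene, and ceramide kinase-like protein -2.88, -5.85 and -3.07. The chemokine CCL13 had -2.46, -3.68 and -8.73 on the shared unigene, whereas a second contig of the same assembly cluster (CL14277.Contig2) rose in the spleen from 165 to 487 reads. FKBP5 rose on 4 unigenes in every tissue, by 4.69, 3.13 and 3.13 on the one with the largest smallest change. Heart-type fatty acid-binding protein (FABP3) had -1.78, -2.72 and 2.33, and fish-egg lectin, a sugar-binding defense protein, 2.07, 1.77 and -3.17. The values printed in Fig. 2c match these. Falls to 1 to 3 reads carry wide counting intervals: for MHC class I in the liver the ratio of 0.00302 has an interval of 7.62e-05 to 0.0169.

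**Figure D1:**
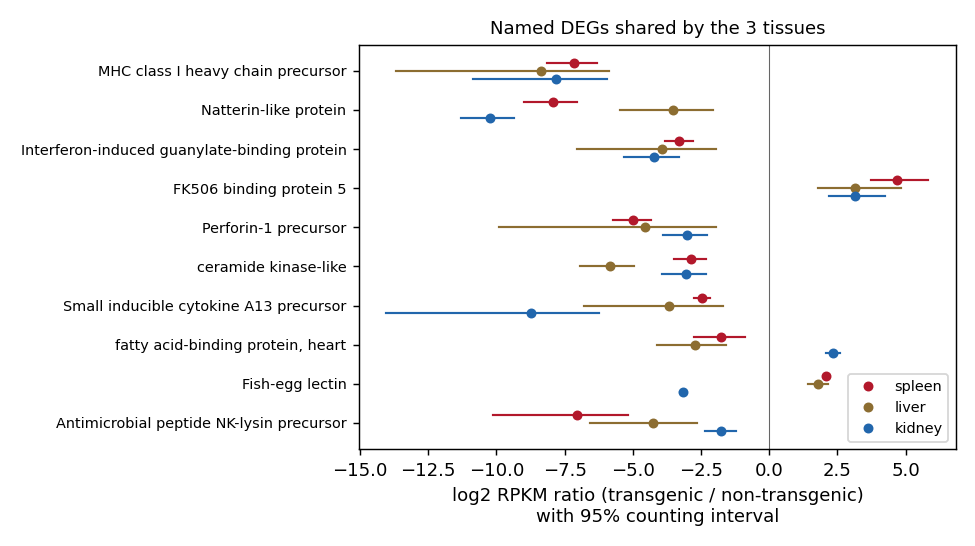
Log2 RPKM ratio, transgenic over non-transgenic, of 10 named DEGs shared by the spleen, liver and kidney, with 95% counting intervals as bars and 1 library per genotype and tissue. FKBP5 lies above 0 in each tissue, 7 genes lie below 0 in each, and FABP3 and fish-egg lectin lie on both sides.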

To confirm the gene expression level obtained by RNA-Seq, selected genes covering a wide range of expression ratios were determined by real-time quantitative reverse transcription poly chain reaction (RT-qPCR) analysis. By comparing the two independent platforms, a general agreement with an acceptable degree of linear correlation (R^2^ = 0.81, Fig. 2b) was observed, which indicating the expression dataset was solid.

**Fig. 1:**
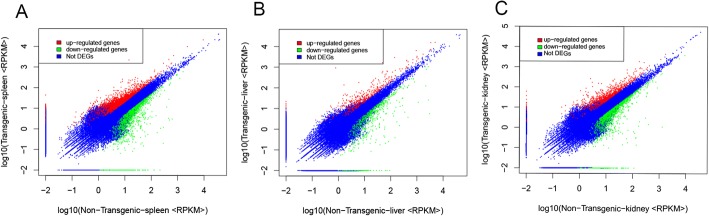
Differential gene expression patterns identified in transgenic and non-transgenic fish. The gene expression levels were represented by plotting base 10 logarithm of RPKM values of non-transgenic (x-axis) against transgenic (y-axis). Red = up-regulated genes, green = down-regulated genes and blue = no change among transgenic and non-transgenics. **a** Spleen; **b** Liver; **c** Kidney. Thresholds set for all plots: FDR < 0.001 and |log_2_ (RPKM ratio)| > 1

**Fig. 2:**
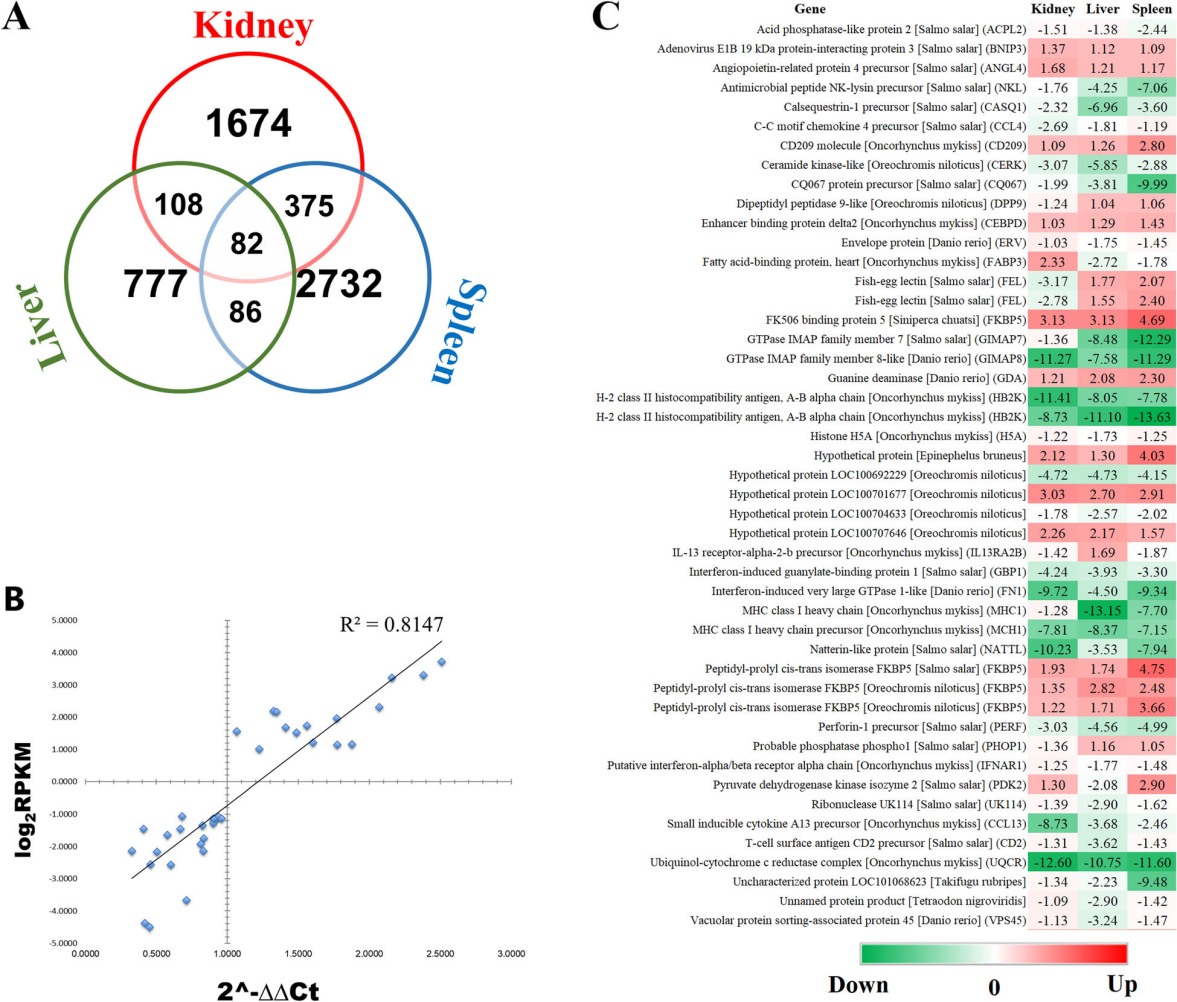
A global view of RNA-Seq data analysis among three immune competent tissues of cecropin P1 transgenic rainbow trout. **a** Venn chart shows numbers of differentially expressed genes (DEGs) determined in each tissue. **b** Confirmation of RNA-Seq expression level via real time RT-qPCR assays (*n* = 36; linear regression with R^2^ = 0.81). **c** Selective list of genes with annotations from the 82 DEGs in common among three tissues. The heat-map denotes the relative folds of expression in each gene, the degree of expression ratio is represented by |log_2_ (RPKM ratio)| > 1

### Enrichment analysis of biology terms of GO and KEGG pathway by GeneCodis

To uncover the thematic association of altered gene expression patterns in cecropin P1 transgenic rainbow trout, enrichment analysis by GeneCodis was conducted. GeneCodis was developed as an over-representation analysis (ORA) approach [19, 20] and could be performed in either singular or modular enriching biological terms via different databases. The DEGs of each tissue and the total genes from reference genome were inputted to inquire GO biological process, GOSlim process and KEGG pathways. In Fig. 3, we reported the resulting tag clouds of modular GeneCodis enrichment analyses. The modular analyses, tissue specifically, indicated the intersections of sets of terms of biological processes among all and each of the three different annotation databases. Therefore, it revealed the most conspicuous terms with distinct profiles of enrichment. Afterwards, the statistical significance of terms in each tissue were ranked by hypergeometric and chi-square methods to discover the highly perturbed biological processes in each tissue studied. As shown in Table 2, the top 5 most perturbed biological functions in the spleen of the transgenic fish are cell adhesion, negative regulation of cell proliferation, innate and total immune response, and cytokine-mediated signaling pathways. 

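Of 238 measured unigenes with the GO term cell adhesion in the transgenic spleen, 21 were up and 2 down, above the 15 DEGs that bound the central 95% of matched groups, with a median log2 ratio of 0.58 at percentile 99.98. Among them were talin-1 (TLN1), which links integrins to actin, with a log2 ratio of 1.32 on its most-read unigene (237 to 582 reads), ADAM8, a protease of activated leukocytes, with 2.14 (112 to 487 reads), and E-cadherin (CDH1) with 1.39 (229 to 590 reads); another unigene matched to E-cadherin was 43.5-fold lower. Neuropilin-2 (NRP2), a guidance receptor, was down, with -1.76 (282 to 82 reads). Of 110 unigenes of the immune response, 10 were up and 4 down, against a bound of 11; MHC class II beta (HLA-DQB1) had 1.69 on 49 and 156 reads, and the B cell survival factor TNFSF13B had -1.82 on 126 and 35. Negative regulation of cell proliferation had 15 up and 2 down of 234 with a bound of 17, and the innate immune response 5 up and 0 down of 91 with a bound of 10. For cytokine-mediated signaling, 3 were up and 1 down of 75, with a bound of 8. These terms were chosen by the study on the same libraries, so their counts are not independent evidence. They were counted from the annotation term by term and not by the modular enrichment of GeneCodis.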

In the kidney, functional biological processes found greatly altered include peroxisome proliferator-activated receptor (PPAR) signaling, cell adhesion, hematopoietic cell lineage, regulation of immune response, and inflammatory response. 

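Inflammatory genes of the transgenic kidney lay low as a group. Of 78 measured unigenes of the inflammatory response, 0 were up and 4 down, among them PIK3CD, a PI3-kinase subunit of leukocytes, with a log2 ratio of -1.15 (215 to 100 reads) and a chemokine matched to PPBP (27 reads to 3). The 4 DEGs stay within the bound of 6, but the median log2 ratio of the 78 was -0.64, at percentile 0.16 of matched groups; in the same library T cell genes were lower, and markers of the renal tubule and of erythrocytes higher, than matched lists. Cell adhesion had 2 up and 2 down of 220 (bound 9): dipeptidyl peptidase 4 (DPP4), which trims chemokines, was up with 1.24 (30 to 73 reads), and ADAM23, an adhesion protein of nerve cells, down (18 reads to 1). Regulation of immune response held 17 measured unigenes, of which 0 were DEGs. The wider term immune response, not among the study's top kidney terms, had 2 up and 13 down of 101, above its bound of 9. CXCL12, a chemokine that holds blood stem cells in their niche, was down with -1.11 (6345 to 3038 reads). With TMM scaling, CXCL12 no longer passed. The study picked its kidney terms from these libraries, so the counts are not independent evidence.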

In the liver, fewer of the biological terms were enriched such as lipid metabolic process, immune response, and chemokine signaling pathways. 

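Immune genes of the transgenic liver changed in both directions. Of 77 measured unigenes of the immune response, 5 were up and 5 down, above the bound of 6 from matched groups. MHC class II alpha (H2-AA), which presents peptides to helper T cells, was down with a log2 ratio of -1.92 (647 to 168 reads), and complement C6 and C7 were among those up. Of 30 unigenes of cellular lipid metabolism, 0 were DEGs; of 48 of cholesterol homeostasis, 1 was up and 1 down. The one down was ABCG8, a sterol exporter into bile, with -1.44 (776 to 281 reads). As the terms were selected on these libraries, their counts are not independent evidence.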

As expected, energy efficiency correlated processes were also impacted in the liver of transgenic fish including PPAR signaling, starch and sucrose metabolism, and cholesterol metabolic and homeostasis. To discover a better broad-spectrum of tissue-specific direct and indirect effects on immune relevant DEGs, singular enrichment results were also analyzed (Additional file 2) since singular enrichment analyses enlighten the union of all sets of biological terms in each annotation database. The ECM-receptor interaction and hematopoietic cell lineage were altered in the kidney (Additional file 2, KEGG terms). 

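Listed genes of extracellular matrix proteins gave no DEG in the kidney on the longest unigene. Decorin (DCN), a small proteoglycan of connective tissue, had 628 reads in the non-transgenic and 644 in the transgenic kidney, and fibronectin (FN1), an adhesive glycoprotein, 576 and 509. The collagen chain COL1A2 had 1399 and 1459 reads, and laminin gamma-1 (LAMC1), of basement membranes, 605 and 776. Of 22 measured genes of a matrix list, 0 passed, both over all unigenes and adjusted over the list alone. Their median log2 ratio was -0.06, at percentile 92.8 of matched groups. This list of collagens, laminins and other matrix genes differs from the KEGG pathway, which also holds their receptors. Those receptors were not counted as a group. Among them, unigenes of the integrin chains ITGA2, ITGA2B, ITGA4 and ITGB3 were down in the kidney. The list therefore does not speak against the study's term.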

Finally, starch and sucrose metabolism, chemokine signaling, and cytokine-cytokine receptor interaction were influenced in the liver as well (KEGG terms in the Additional file 2).

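Liver glycogen synthase (GYS2), which stores glucose, had 169 reads in the non-transgenic and 109 in the transgenic liver and did not pass, nor did fructose-1,6-bisphosphatase (FBP1) with 1253 and 1523. Of 14 measured genes of gluconeogenesis and glycolysis, 1 was up, 2 down and 11 did not pass, with the same calls adjusted over the list alone, and the median log2 ratio was -0.22, at percentile 13.1. Unigenes of 3 chemokines were down: CCL20 from 31 to 5 reads, CCL4 from 49 to 14 and CCL3 from 57 to 16. Among the cytokine receptors, IL13RA2, a decoy receptor of interleukin 13, rose from 437 to 1388 reads and TNFRSF11B, a decoy receptor of the TNF family, fell from 55 to 13. Of 178 measured unigenes matched to hand-listed genes of cytokine-cytokine receptor interaction, 4 were up and 6 down, above the bound of 6. Of 308 of chemokine signaling, 0 were up and 8 down, which equals its bound. The unigene annotation names no KEGG pathway, so the members of each pathway were listed by hand, and they are not the gene sets of Table 3.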

**Fig. 3:**
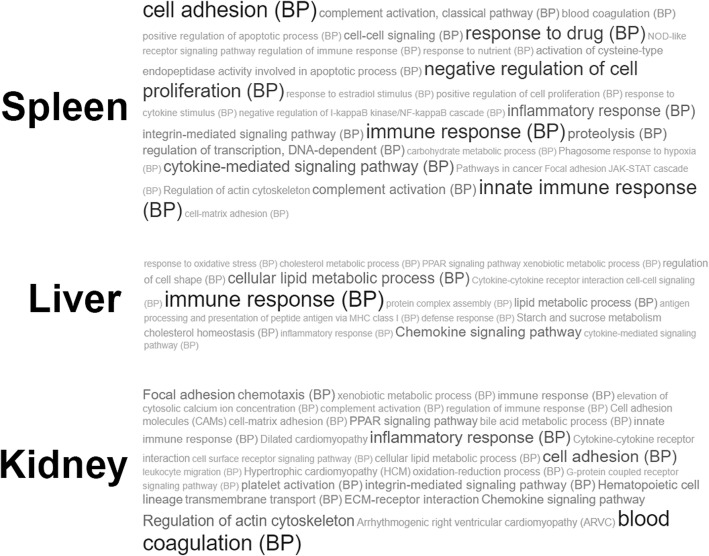
Graphic view of Tag cloud of biological terms from modular enrichment analysis by GeneCodis. The most significant 35 terms acquired from GO: Biological Process (BP) and KEGG database were given for each tissue. The font size of tags indicates the degree of DEGs been enriched for each biological process

**Table 2:** Top 5 GO and KEGG terms of each transgenic tissue via modulatory enrichment with GeneCodis

Biological terms	Genes (I/R)^1^	*P*-value^2^	Identifier
Spleen			
Innate immune response (BP)	7/12	2.68E-04	GO: 0045087
Immune response (BP)	19/86	2.87E-04	GO: 0006955
Cell adhesion (BP)	29/198	1.98E-03	GO: 0007155
Negative regulation of cell proliferation (BP)	20/128	7.18E-03	GO: 0008285
Cytokine-mediated signaling pathway (BP)	13/41	5.83E-04	GO: 0019221
Kidney			
Inflammatory response (BP)	6/8	1.55E-05	GO: 0006954
Regulation of immune response (BP)	8/21	8.65E-05	GO: 0050776
Cell adhesion (BP)	6/23	1.97E-03	GO: 0007155
PPAR signaling pathway	7/23	5.63E-04	KEGG: 03320
Hematopoietic cell lineage	5/10	5.99E-04	KEGG: 04640
Liver			
Cellular lipid metabolic process (BP)	3/11	5.38E-03	GO: 0044255
PPAR signaling pathway			KEGG: 03320
Immune response (BP)	7/86	6.06E-03	GO: 0006955
Chemokine signaling pathway	3/7	3.00E-03	KEGG: 04062
Cholesterol homeostasis (BP)	4/20	3.98E-03	GO: 0042632
Starch and sucrose metabolism	4/25	4.86E-03	KEGG: 00500

^1^I/R stand for numbers of annotated genes in the input list divided by numbers of annotated genes in the reference list; ^2^The *P*-values were calculated by hypergeometric analysis and adjusted by false detection rate (FDR) for multiple corrections

### Analysis of functional perturbed immune relevant pathways

The alteration of biological processes in the spleen, liver and kidney of the transgenic rainbow trout were studied by GeneCodis enrichment analysis. To characterize genes contributing to immune relevant pathways that were affected by cecropin P1 transgene product, and to determine the signaling pathways that has been impacted, the pre-defined unigenes and DEGs from three tissues were subjected to analysis against KEGG pathways in order to assign their functions within the tissue-specific biological processes. 

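Among the spleen DEGs with a KEGG orthology were complement C6, heat shock protein HSPA5 (993 to 3124 reads), a chaperone of the endoplasmic reticulum, and cathepsin B (CTSB, 4425 to 8747 reads), a lysosomal protease. Those of the liver included IGFBP1, a binding protein of insulin-like growth factor that rises in fasting (273 to 776 reads), and those of the kidney the phosphoenolpyruvate carboxykinase PCK1. In all, 37632 unigenes carried a KEGG orthology. Of the DEGs with reads in both libraries, 1222 in the spleen, 442 in the liver and 903 in the kidney had one.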

By inputting a sum of 37,632 unigenes in all three tissues (the spleen, liver and kidney), 1286 DEGs in the spleen, 465 DEGs in the liver, and 936 DEGs in the kidney into the KEGG pathway database, 239, 212 and 235 KEGG pathways were mapped in the spleen, liver and kidney, respectively. By sorting the ratios among DEGs and all unigenes with pathway annotation (*p*-value < 0.05), followed by combining to the tissue-specific functions, the significantly perturbed immune relevant pathways were summarized in Table 3. 

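Leukocyte trans-endothelial migration, the passage of leukocytes through vessel walls, leaned upward in the transgenic spleen: of 362 measured unigenes, 28 were up and 2 down. Those up included ITGAL, the alpha chain of the integrin LFA-1 (92 to 256 reads), and a unigene of phospholipase PLCG2 (73 to 160 reads); claudin-5 (CLDN5), of tight junctions, was down (40 to 8 reads). Cytokine interaction had 29 up and 10 down of 288: the receptor chains of IL-7 (IL7R, 33 to 85 reads) and growth hormone (GHR, 31 to 123 reads) were up, and those of IL-2 (IL2RB, 76 to 27 reads) and IL-5 (IL5RA, 290 to 47 reads) down. For JAK-STAT signaling, 23 were up and 3 down of 292, among them the feedback inhibitor SOCS3 (167 to 428 reads) and the cyclin CCND2 (96 to 238 reads). Chemokine signaling had 25 up and 6 down of 499. The DEGs exceeded the bound of matched groups for migration (25), cytokine interaction (18) and JAK-STAT (21), but not for chemokine signaling (34). Median log2 ratios were 0.64, 0.43, 0.65 and 0.52 in this order, at percentiles 100, 95.8, 100 and 99.98. Of all spleen pathways of Table 3, 6 exceeded their bounds. There were 5 with scaling by TMM or by the median of ratios, 5 with 1 unigene per best protein match, and 7 with an FDR threshold of 0.01. The pathways were named by the study on these libraries, so the counts are not independent evidence of their direction.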

Via ranking the ratio in the order of statistical significance (Table 3, I/R ratio), it reveals that out of 735 total annotated unigenes, a sum of 51 DEGs associate to leukocyte trans-endothelial migration, 45/562 to cytokine interaction, 32/493 to Janus kinase (JAK) to signal transducer and activator of transcription (STAT) signaling, and 40/913 to chemokine signaling were impacted in the transgenic spleen. Similarly, several DEGs in the pathways of the complement & coagulation cascade, the Toll-like receptor (TLR), the antigen processing & presentation and Fc ε RI signaling & Fc γ RI-mediated phagocytosis were greatly altered in the spleen. 

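Of 130 measured unigenes of complement and coagulation in the spleen, 18 were up and 2 down; those up include mannan-binding lectin (MBL2, 3786 to 9539 reads), which starts the lectin pathway, and tissue plasminogen activator (PLAT, 294 to 986 reads). Of 274 unigenes of Toll-like receptor signaling, 24 were up and 2 down; unigenes matched to TLR13, a sensor of bacterial RNA, were up, one of them from 194 to 414 reads. Antigen processing and presentation had 11 up and 3 down of 92: 1 of the calreticulin unigenes (CALR, 72 to 178 reads) was up, and beta-2-microglobulin (B2M, 2407 to 543 reads) and a class II alpha unigene (H2-AA, 224 reads to 1) were down. These 3 exceeded their bounds of 10, 21 and 12 DEGs. Fc epsilon RI signaling, with 8 up and 1 down of 215, and Fc gamma R-mediated phagocytosis, with 18 up and 1 down of 333, stayed within bounds of 15 and 26. Their median log2 ratios of 0.61 and 0.45 nevertheless lay at percentiles 100 and 99.5, beside 0.17 (59.3) for complement, 0.57 (99.99) for Toll-like receptors and 0.33 (83.1) for antigen presentation. B2M no longer passed when its most-read unigene stood for it. As before, the pathways were the study's own choice on these libraries and their counts are not independent evidence.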

In the kidney, DEGs in the leukocyte trans-endothelial migration and hematopoietic cell lineage pathways were impacted (Table 3). 

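In the kidney, 2 unigenes of leukocyte trans-endothelial migration were up and 18 down of 338 measured. RAC2, a GTPase of blood cells, was down on 3 unigenes, one of them from 1654 to 822 reads, and a unigene of phospholipase PLCG2 from 103 to 42; a unigene of claudin-10 (CLDN10), a tight-junction protein of epithelia, was up from 174 to 367. Of 120 unigenes of the hematopoietic cell lineage, 2 were up and 13 down. The class II alpha chain H2-AA was down from 3786 to 1324 reads, and the thrombocyte integrin chains ITGA2B from 381 to 156 and ITGB3 from 78 to 17. The numbers of DEGs exceeded the bounds of 18 and 10 from matched groups. Median log2 ratios were -0.52 and -0.46, at percentiles 0.02 and 2.55. With scaling by TMM or by the median of ratios, 2 of the 3 kidney pathways of Table 3 exceeded their bounds instead of 3. The study chose both pathways on these libraries, so this is not independent evidence.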

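Fatty acid synthase (FASN), which builds palmitate, fell from 1987 to 87 reads in the transgenic liver, 22.5-fold, and 7 unigenes of fatty acid biosynthesis were down and 0 up of 39 measured, above a bound of 3. C6 rose from 355 to 1289 reads and one C7 unigene from 310 to 1794, both of the membrane attack complex; the most-read unigene of C3, the hub of the cascade, had 164500 and 204209 and did not pass. Complement and coagulation as a whole had 11 up and 4 down of 157, within a bound of 17, with a median log2 ratio of 0.20 at percentile 100; a fibrinogen alpha unigene (FGA) was down from 2119 to 759 reads. Of 239 phagosome unigenes, 6 were up and 7 down, which equals the bound of 13, and the median was 0.02 (percentile 63.5). The biosynthesis genes had a median of -0.56, at percentile 0.015. Members were listed by hand for pathways that the study selected on these libraries, so the counts are not independent evidence.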

By analyzing liver-associated pathways, DEGs in the pathways of phagosomal activity, fatty acid biosynthesis, and complement & coagulation cascade were significantly perturbed (Table 3). 

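In the kidney, genes of fatty acid use that answer to PPAR were up: the very-long-chain acyl-CoA synthetase SLC27A2 from 396 to 2183 reads on one unigene, the peroxisomal oxidase ACOX3 from 199 to 455, and CPT1A, the gate of mitochondrial fatty acid entry, from 6 to 58 on another. The FABP3 unigene without an NR match rose from 422 to 2759 reads. In all, 29 PPAR unigenes were up and 4 down of 166 measured in the kidney, above a bound of 13, with a median log2 ratio of 0.22 at percentile 100; marker genes of the renal tubule were higher in the same library. In the liver, 8 were up and 9 down of 145, above a bound of 11, with a median of 0.02 at percentile 73.7; SLC27A2 was up there as well, from 562 to 1129 reads on one unigene. The study named this pathway from the same libraries, so its counts are not independent evidence.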

Interestingly, highly disturbed PPAR signaling pathways were discovered in both liver and kidney, and this result may indicate a major alteration in regulating energy efficiency occurred in transgenic rainbow trout.

**Table 3:** Summary of tissue specific pathway analyses of cecropin P1 transgenic rainbow trout via KEGG database

Pathways	DEGs (I/R)^a^	*P*-Values	KEGG ID^b^
Spleen			
Chemokine and Cytokine JAK-STAT	45/562	1.52E-07	KO04060
	40/913	6.69E-03	KO04062
	32/493	4.63E-04	KO04630
Complement and Coagulation cascade	26/325	6.16E-05	KO04610
Toll-like receptor	29/435	5.47E-05	KO04620
Antigen processing and presentation	32/290	6.95E-09	KO04612
Leukocyte trans-epithelial migration	51/735	1.79E-06	KO04670
Fc ε RI signaling and γ R-mediated phagocytosis	29/458	1.22E-03	KO04664
	44/809	1.86E-03	KO04666
Liver			
PPAR signaling	22/325	1.62E-10	KO03320
Phagosome	31/806	3.43E-08	KO04145
Complement and Coagulation cascade	27/325	9.74E-15	KO04610
Fatty acid biosynthesis	6/33	2.88E-06	KO00061
Kidney			
PPAR signaling	39/325	6.13E-16	KO03320
Hematopoietic cell lineage	40/445	3.65E-12	KO04640
Leukocyte trans-epithelial migration	28/735	1.82E-02	KO04670

^a^I/R stands for mapped DEGs in each tissue divided by total annotated genes in the contributing KEGG pathways. ^b^KEGG ID indicates the acknowledgements to the corresponding pathways were modified and sprayed expression data from the original sources

## Discussions

Positively charged and amphipathic AMPs, e.g. cecropin P1, have been characterized for their activities of cytotoxic elimination of bacteria and viruses as their primary function in host innate immunity [23]. As reviewed by Hilchie et al. [24], AMPs were also found to have multifaceted immunomodulatory effects in a variety of different hosts. The immunomodulatory activities of these AMPs were found to exert differential expression of cytokines and chemokines, differentiation of leukocytes, and elevation of damage repairing and so on in animal models [11, 24, 25]. Recently, transgenic rainbow trout bearing cecropin P1 transgene was produced in our laboratory, and the elevation of resistance to bacterial, viral and parasitic infections were also demonstrated through repeated challenge studies [7]. Therefore, it is conceivable to use these transgenic fish as experimental animals to address the question whether cecropin P1 transgene product can modulate host immune system or other genetic traits that may lead to increasing resistant to microbial infections in the host. In a preliminary cDNA microarray study conducted Lo et al. [12], they had unveiled that several functional alterations on the expression of immune related genes have taken place in the spleen, liver, and kidney of the transgenic fish. However, due to the inherited disadvantages associated with the cDNA microarray study, as mentioned in the Introduction, a confirmation study via a second experimental approach is required in order to provide a more solid evidence to support our hypothesis, and thus RNA-Seq analysis was adopted in this study [14].

### Spleen: The major innate/adaptive immune relevant organ

The major functions of the spleen in fish had been well reviewed by scientists [26–30]. Very much alike to other higher vertebrates, the spleen of teleost fish is merged in a complex of splenic ellipsoids, melanomacrophages centers (MMCs) and lymphoid tissue [26], this complex filters and traps blood cells, and processes antigens [27]. Other functions of fish spleen are also known to include immune memories mediated by presenting lymphocytic antigen [28], phagocytosis of macrophages stimulated by complement receptors to C3 signaling [29], and naïve CD4^+^ T cells differentiating into T helper cells induced by major histocompatibility complex (MHC) [30]. Since spleen plays critical roles in fish immunity, we believe that one of the major functional perturbations in cecropin P1 transgenic rainbow trout may occur in the spleen. To address this hypothesis, immune relevant pathways were generated by a custom made visualization tool from Shin et al. [31], and mapped with RPKM ratios of pre-defined transgenic spleen DEGs. As excepted, significant alterations in the cytokine/chemokine mediated JAK-STAT signaling pathway (Fig. 4) was observed in the spleen of transgenic rainbow trout. In addition, the heat-map analysis revealed a significant enhancement of cytokine and chemokine signaling via ligands and receptors binding, and followed by up-regulation of down-stream JAK kinases and STAT transcription factors. In addition, the STATs target genes that correlated to different biological processes, namely immune response (GO: 0006955), response to viruses (GO: 0009615), positive regulation of immune response (GO: 0050778, GO: 0002684), and JAK-related cytokine signaling (PMID: 27044867), were also shown partially elevated in Fig. 4. Such results may indicate that the splenoid lymphocytes may produce more chemokines and cytokines, and these ligands may provide positive feedback looping regulation of the proliferation and differentiation of lymphocytes in the spleen, and resulting in an overall enhancement of immune response in transgenic rainbow trout. 

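The chemokine receptor CXCR3, which guides activated T cells to inflamed tissue, rose 3.44-fold in the transgenic spleen (125 to 423 reads), and CCR8 2.39-fold (95 to 223 reads). STAT6, which serves interleukins 4 and 13, was 2.09-fold higher and the PI3-kinase subunit PIK3R1 2.83-fold higher. Receptor chains shared by the interleukin 6 family rose when reads were summed over all unigenes of a symbol, an alternative chosen after seeing the data: IL6ST from 159 to 340 over 8 unigenes and LIFR from 178 to 491 over 7. JAK1 had 169 and 320 reads over 11 unigenes and JAK2 64 and 51 on its longest, and neither passed. Taken singly, a unigene matched to JAK1 was up. Of 7 measured chemokines and receptors, 3 were up over all unigenes (3 up and 1 down adjusted over the list alone), with a median log2 ratio of 0.54 at percentile 90.3. Of 6 kinases and STATs, 3 were up (3 adjusted over the list alone), with 0.77 at percentile 96.7. Of the cytokine receptors, 2 of 7 could be measured on the longest unigene: IL13RA2 was down (167 to 45 reads; 1 down adjusted over the list alone) and IL21R had 76 and 60 reads, a median of -1.09 at percentile 0.97. With summed reads, 5 were measured and 2 up, with a median of 0.94 at percentile 98.7, so the direction of this group turns with the unigene that stands for a gene. STAT6 no longer passed with TMM scaling, nor PIK3R1 with summed reads. All 3 lists were taken from Fig. 4, drawn from these libraries, and their counts are not independent evidence.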

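Among the STAT targets drawn in Fig. 4, the antiviral GTPase MX1 rose 2.34-fold in the transgenic spleen (141 to 324 reads), IRF7, which drives interferon production, 2.00-fold (222 to 438 reads), and the peptide transporter TAP2 2.03-fold (77 to 154 reads). The other transporter chain TAP1 had 341 and 475 reads, cathepsin S (CTSS) 5920 and 9238, and the complement protease C1S 3042 and 4865, and these did not pass. Of 23 measured targets, 3 were up, 0 down and 20 did not pass, with 3 up adjusted over the list alone. The median log2 ratio of the targets was 0.50, at percentile 95.9. Of 13 measured genes drawn as down in the figure, the chemokine CCL3 was down 2.28-fold (234 to 101 reads; 1 adjusted over the list alone), and their median was 0.40, at percentile 79.0. IRF7 and TAP2 fell short of the 2-fold threshold with TMM scaling. The study drew both groups from these libraries, so they are not independent evidence. From the changes in ligands, receptors and transducers, the paper proposes that splenic lymphocytes make more cytokines and chemokines, which feed back on their proliferation and differentiation.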

Similar RNA-Seq results of tilapia spleen were reported by Zhu et al. [32] that the *Streptococcus iniae* challenged fish were shown significantly perturbed of expression levels of C-C/C-X-C motif chemokines, C-X-C chemokines receptors, interleukins, interferons, and MHC class I/II antigens at its acute phase after infection. Additionally, the transcriptomic analysis of spleen of Atlantic salmon conducted by Dettleff et al. [33], demonstrated that the fish altered their expression profiles of interleukins/interleukin receptors (*il10*, *il10rb*, and *il13ra2*), interferon/interferon receptors (*ifng* and *ifngr1*), in responding of viral infection of infectious salmon anemia virus (ISAV). In our transgenic rainbow trout, the Toll-like receptor signaling was also highly promoted in the spleen of transgenic fish by establishing up-regulated genes of Toll-like receptors (*tlr1*, *2*, *3*, *7* and *8*), and the important adaptor protein (*myd88*). 

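TLR3, the endosomal receptor of double-stranded RNA, rose 3.05-fold in the transgenic spleen, from 39 to 117 reads, and MYD88, the adaptor of most Toll-like receptors, 3.10-fold, from 114 to 348. TLR8, a receptor of single-stranded RNA, had 22305 and 19155 reads on its longest unigene, a log2 ratio of -0.20, while 2 of its 8 unigenes were up. TLR2, which senses bacterial lipoproteins, had 127 and 183 reads, TLR7 53 and 63, and TLR1 18 and 18, and none of the 3 passed. At 18 reads per library for TLR1, a 2-fold change was not detectable at this depth. Members of the pathway that the study did not call gave 0 DEGs of 14 measured (0 adjusted over the list alone), with a median log2 ratio of 0.20 at percentile 50.2.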

The expression levels of the down-stream kinases (e.g. *tbk1*, *p38* and *pi3k*), transcription factors (*irf3*, *irf7* and *stat1*), and targeting genes (*cd40*, *cxcl10* and *cxcl11*) were all elevated (Additional file 3: Figure S4). 

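Downstream of the receptors, IRF3, the transcription factor of early interferon, rose from 82 to 178 reads and the kinase TBK1, which activates it, from 34 to 77. The p38 kinase MAPK14 had 102 and 110 reads, the chemokine CXCL11 19 and 14, and TAB1, an activator of TAK1, 13 and 40. None of these passed, while a unigene of MAPK11, another p38 kinase, was up. CD40, the costimulatory receptor of antigen-presenting cells, had 1 read and 0 on its longest unigene, and 321 and 410 over all 12, of which 1 was up. Caspase 8 (CASP8), which starts apoptosis and restrains necroptosis, was 5.81-fold lower (65 to 11 reads). CXCL10 had no matching unigene. Over receptors and downstream genes together, 17 of 19 were measured: 7 were up, 1 down and 9 did not pass (8 up and 1 down adjusted over the list alone). The median log2 ratio was 0.55, at percentile 96.1 of matched groups, for a list that the study took from these libraries and that is not independent evidence. TBK1 had a log2 ratio of -0.17 on its most-read unigene, and CASP8 did not pass with reads summed over its unigenes, an alternative added after seeing the data.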

The stimulated Toll-like receptor signaling may result in an enhancing chemotaxis of immune cells and increasing pro-inflammatory effects via Toll-like to NF-κB pathway. Moreover, complement components of *c1q*, *c4*, *c3ar1*, *c5ar1*, *c6* and *c7* were found up-regulated in the complement and coagulation pathway of the transgenic spleen (Additional file 3: Figure S3), and may indicate an increasing expression of complement complex in the transgenic fish. 

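Complement C6, of the membrane attack complex, rose 4.97-fold in the transgenic spleen, from 10719 to 52399 reads. The receptors of the anaphylatoxins rose as well: C3AR1 3.06-fold (157 to 472 reads) and C5AR1 2.48-fold (175 to 427 reads). C7 rose on 2 of its 3 unigenes, while the longest had 2948 and 3134 reads. The C1q chains C1QB and C1QC, which recognize bound antibody, had 23155 and 30583 and 7014 and 8711 reads, and C4 had a log2 ratio of 0.59; none of the 3 passed on the longest unigene, and a shorter C4 unigene (C4B) was up from 96 to 222. Of 7 measured genes, 3 were up and 4 did not pass, with 3 up adjusted over the list alone, and the median log2 ratio was 0.59 at percentile 96.2. The list was the study's choice on these libraries and is not independent evidence.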

Finally, the surface integrins (*itga4* and *itgb1*) of leukocytes, essential matrix metalloproteinases (*mmp2* and *mmp9*), docking actins (*actn1* and *actb1*), and recognition receptor: *cxcr4* were increased their expression levels in leukocyte trans-endothelial migration pathway (Additional file 4: Figure S6). These findings may suggest that leukocytes might have higher recognition and adhesion abilities targeting onto epitheliums. 

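MMP9, the gelatinase of neutrophils, rose 5.19-fold in the transgenic spleen, from 5927 to 30256 reads. Alpha-actinin-1 (ACTN1), which cross-links actin, rose 2.11-fold (624 to 1298 reads), and CXCR4, the receptor of CXCL12, 2.24-fold (407 to 899 reads). The integrin chains ITGA4 and ITGB1, which bind vessel walls and matrix, had 653 and 764 and 2485 and 2897 reads on their longest unigenes and did not pass; 2 of 11 ITGA4 unigenes were up. MMP2, a second gelatinase, had 126 and 213 reads and beta-actin (ACTB) 47487 and 59571, and neither passed, though 1 of 4 ACTB unigenes was up. Of the 7 genes, 3 were up and 0 down (3 adjusted over the list alone), with a median log2 ratio of 0.78 at percentile 99.4; with the most-read unigene per gene the median no longer lay outside matched groups. The genes were read off a figure drawn from these libraries, so their count is not independent evidence.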

The overall observed perturbation in the spleen by the cecropin P1 transgene product strongly support our hypothesis that enhancement of the spleen function leads to acceleration of innate/adaptive immune responses in cecropin P1 transgenic rainbow trout.

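Interferon-stimulated genes rose in the transgenic spleen: 10 of 18 measured were up and 0 down (10 adjusted over the list alone), among them the viral RNA sensors DDX58 (3.97-fold), DHX58 (3.16-fold) and IFIH1 (2.30-fold), the kinase EIF2AK2 (4.62-fold) and IFIT5 (3.84-fold). Their median log2 ratio was 1.01, at percentile 100. Macrophage genes rose as well, 4 of 12 up and 0 down: the scavenger receptors MARCO (3609 to 8896 reads) and CD163 (4.58-fold), the pore-forming MPEG1 (2.47-fold) and the protease LGMN (2.55-fold), with a median of 0.68 at percentile 99.8. Of 11 neutrophil genes, 3 were up, among them myeloperoxidase (MPO, 2.85-fold), with a median of 0.61 at percentile 96.1. Of 10 T cell genes, 1 was up and 1 down (1 and 2 adjusted over the list alone), with a median of -0.64 at percentile 0.02, and with the most-read unigene per gene this group no longer lay outside matched ones. Of 10 B cell genes, 0 were up and 1 down, with a median of -0.34 at percentile 1.39; of 20 cell cycle genes, 0 passed, with -0.10 at percentile 1.94. Markers of other cell types moved with these: of 10 genes of the exocrine pancreas, which lies close to the spleen in trout, 2 were up with a median of 0.92 at percentile 99.6, and of 7 thrombocyte genes 1 was up with 0.80 at percentile 98.8. Of 9 genes of skeletal muscle, 1 was up (2 adjusted over the list alone) with a median of 0.96 at percentile 99.1, and of 53 ribosomal proteins 0 passed, with -0.44 at percentile 0. With summed reads, an alternative chosen after seeing the data, the B cell, thrombocyte and skeletal muscle genes no longer lay outside matched groups, and the B cell median was 0.055. Hepatocyte genes had 1 up of 13 with a median of -0.68 at percentile 0.16, and erythrocyte genes 1 up of 13 with 0.15 at percentile 65.5. From the changes in the spleen pathways taken as a whole, the paper argues for its hypothesis that enhanced spleen function speeds innate and adaptive immune responses.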

**Fig. 4:**
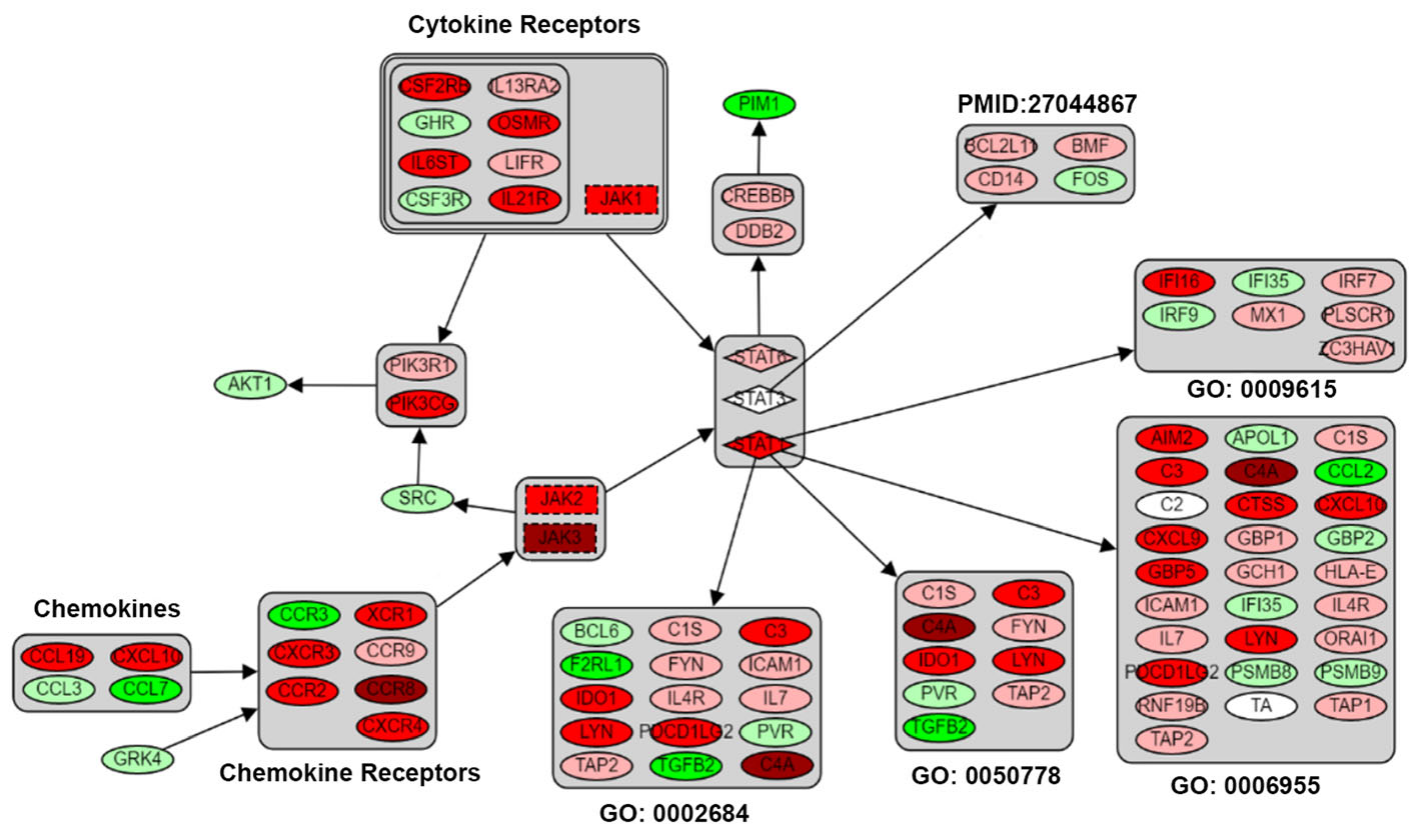
Pathway analysis of cytokine/chemokine driven JAK-STAT pathway in transgenic spleen. The RPKM ratio of DEGs from spleen was sprayed to custom-made cytokine and chemokine mediated JAK-STAT pathway. The red and green heat-map denotes the up- or down-regulation respectively, and the numbers indicate folds change of each DEG. Eclipses refer to regular gene; dash rectangular boxes stand for kinases; diamonds indicate to transcription factors; single bundle refer to set AND set; double bundle refer to AND including sets plus subset. The pathway was customized by combination of KO04060 (cytokine-cytokine receptor interaction), KO04062 (chemokine signaling pathway) and KO04630 (JAK-STAT signaling pathway) from KEGG database. The down-stream STATs target genes were inquired from corresponding GO database as well as research conducted by Sakamoto et al. [31]

### Kidney: The major hematopoiesis relevant organ

While in the absence of bone marrow, the anterior kidney of teleost fish plays an equivalent role of hematopoiesis as bone marrow in higher vertebrates. For instance, B-lymphocytes are produced in fish kidney, as well as myeloid lineage cells (e.g. monocytes, macrophages, and granulocytes) [34, 35]. In the current study, three important functional perturbations were observed in the kidney of the transgenic rainbow trout, and the spraying RPKM ratios of DEGs to custom-made pathways for detail evaluation were performed as well. For the kidney, the gene expression profiles of (1) hematopoietic cell lineage, (2) leukocyte trans-endothelial migration, and (3) PPAR signaling pathways were obviously altered. In the hematopoietic cell lineage, the expression of many lymphocytic associated surface antigen genes were down regulated. For example, down regulation of the expression *cd2*/cd3 (pro-T cell) and *cd8* (T cell) genes was observed. In addition, the expression of *cd9*/*cd22* (pre/pro-B cell), *cd37* (immature B cell), *igm*/*igd* (B cell), *cd11b*/*cd13* (pro-monocyte) and *cd115* (monocyte) genes was down-regulated as well. 

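T cell genes were lower in the transgenic kidney. CD3E, of the T cell receptor complex, was 4.87-fold lower (52 to 11 reads), CD8A, the co-receptor of cytotoxic T cells, 2.94-fold lower (57 to 20 reads), and CD2 2.09-fold lower (126 to 62 reads). In a separate list of 11 measured T cell genes, 0 were up and 4 down, these 3 and the receptor alpha chain TRAC (48 to 14 reads), with 4 down adjusted over the list alone. The median log2 ratio of that list was -1.04, at percentile 0.19. CD2 and CD8A no longer passed with TMM scaling, nor did CD3E with its most-read unigene, under which the list's median lay within matched groups. No unigene matched the CD3 delta or gamma chains.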

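Immunoglobulin M heavy chain (IGHM), the antibody of naive B cells, had 0 reads on its longest unigene, and over all 3 unigenes 11802 reads in the non-transgenic and 3984 in the transgenic kidney, a log2 ratio of -1.61 that passed. CD22, a B cell inhibitor, had 22 and 14 reads on its longest unigene and was down over all 15 (1774 to 846 reads). CD9, a tetraspanin, had 5332 and 3471 reads, and CSF1R (CD115), the growth factor receptor of monocytes, 458 and 269; neither passed. Aminopeptidase N (ANPEP, CD13), a peptidase of myeloid and epithelial cells, was up 2.52-fold (455 to 1179 reads); 2 of its 10 unigenes were up and 1 down, and the summed reads did not pass. CD11b (ITGAM) was down over 2 unigenes, from 18 reads to 1. Of 14 genes of the lineage drawn by the study, 7 were measured on the longest unigene: 1 was up, 3 down and 3 did not pass, with the same counts adjusted over the list alone and a median of -0.81 at percentile 1.31. Summing reads was an alternative chosen after seeing the data, and the study's list is not independent evidence. Proliferation genes were lower too: of 21 cell cycle genes, 0 were up and 5 down (6 adjusted over the list alone), among them the ribonucleotide reductase RRM2 (3135 to 1493 reads), with a median of -0.68 at percentile 0.04. Genes of the renal tubule moved the other way, 3 of 16 up and 0 down, with a median of 0.60 at percentile 100; MIOX, an enzyme of the proximal tubule, rose 3.39-fold (694 to 2426 reads). Combining an earlier microarray study with these results, the paper proposes that proliferation and differentiation of lymphocytes are reduced.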

By combining the finding of cDNA microarray analysis conducted by Lo et al. [12] and the results of the current study, a suppressed translational machinery is suggested and further reduced lymphocytic proliferation and differentiation may be inferred in transgenic kidney. However, enhancement of maturation and activation of lymphocytes were observed in transgenic spleen (see discussed in the spleen section), so the results from the kidney could be counter balanced by the spleen effects, and to a homeostasis of lymphocytic function been maintained in the transgenic rainbow trout. In contrast to spleen, kidney was demonstrated a suppressed leukocyte trans-endothelial migration in transgenic rainbow trout. Namely, surface integrins (*itga4*, *itgb7*), recognition antigens (*cd11a* and *cd11b*), and docking actins (*actg1* and *actn1*) were down-regulated in the transgenic kidney (Additional file 4: Figure S7). 

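The integrin chain ITGAL (CD11a), which binds leukocytes to vessel walls, was 3.95-fold lower in the transgenic kidney (92 to 24 reads), and ITGA4 2.88-fold lower (123 to 44 reads). Alpha-actinin-1 (ACTN1) was 2.22-fold lower (455 to 211 reads), and the beta-7 integrin chain ITGB7, which pairs with ITGA4, fell from 88 to 41 reads on the 1 unigene with reads. Gamma-actin (ACTG1) had 0 and 2 reads on its longest unigene, too few for a ratio. All 3 genes measured on the longest unigene were down, with 3 down adjusted over the list alone and a median log2 ratio of -1.53 at percentile 0.175. ACTN1 did not pass with TMM scaling. The list comes from a figure made from these libraries and is not independent evidence. Of 7 thrombocyte markers, 3 were down and 4 did not pass, with F13A1, a clotting factor subunit, 2.29-fold lower (434 to 195 reads). The median of the 7 was -0.68 at percentile 6.3, within matched groups. With summed reads, chosen after seeing the data, thrombocyte markers lay at percentile 2.145.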

In short, the lacking of surface antigens of lymphocytes and leukocytes may be the result from decreasing production of blood cells in the early stages of hematopoietic lineage in the transgenic kidney. Our results were supported by a cross-species transcriptomic analysis conducted by Xiang et al. [36]. RNA samples from head kidney and spleen of *Vibrio harveyi* challenged Japanese sea bass (*Lateolabrax japonicus*) were sequenced, and functional perturbations of antigen presenting and processing (*mhc1/2*, *hsp70*, *hsp90*, and *calnexin*), pattern recognition (*collectin12* and *itga3*) and regulators of hematopoiesis (*gfi1* and *gfi1b*) were reported by Xiang et al. [36]. Finally, the PPAR signaling pathway was significantly promoted in the transgenic kidney, and the overall effects of enhancing PPAR signaling will be discussed in the liver section.

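Fatty acid oxidation genes of the transgenic kidney rose as a group: EHHADH, a peroxisomal enzyme, 2.94-fold (135 to 409 reads) and the long-chain dehydrogenase ACADL 2.17-fold (275 to 614 reads). Of 17 measured, 2 were up and 0 down (2 adjusted over the list alone), with a median log2 ratio of 0.66 at percentile 100. Gluconeogenesis moved the same way, with PCK1, its rate-setting enzyme, 6.06-fold higher (42 to 262 reads); 4 of 15 genes were up and 0 down (5 adjusted over the list alone), with a median of 0.77 at percentile 100. Of 12 genes of bile acid and xenobiotic metabolism, 4 were up, among them BAAT, which conjugates bile acids, 3.43-fold (51 to 180 reads), and the median was 0.73 at percentile 100. These enzymes are abundant in the renal tubule, whose marker genes were higher in the same library.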

### Liver: The major energy efficiency relevant organ

As reviewed by Jenne et al. [37], liver was identified as one of the most important immune relevant organs in mammals [37]. Alike to mammals, fish liver also plays critical roles in their immunity [38]. Additionally, liver is responsible for many energy metabolism processes as well, including metabolic protein synthesis, degradation, and fatty acids (FA) biosynthesis [38]. According to Bransden et al. [39], salmonid immunity was highly correlated to the alteration of their FA compositions. In addition, interrupting fish energy efficiency via starvation [40] or treating fish with additional fatty acids [41] could change the innate and adaptive immune responses in Atlantic salmon. In the study by Lo et al. [12], DEGs contributing to energy metabolism pathways were observed in the transgenic liver, and they suggested that it might indirectly affect fish immunity. Here, our RNA-Seq results confirmed the findings of Lo et al. [12] that pathways of PPAR signaling and FA biosynthesis were greatly perturbed in the transgenic liver. 

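Enzymes of fatty acid synthesis fell together in the transgenic liver. ATP-citrate lyase (ACLY), which supplies acetyl-CoA, was 7.80-fold lower (119 to 15 reads), the elongase ELOVL6 10.3-fold lower (136 to 13 reads), and SREBF1, the transcription factor of lipid synthesis, 2.81-fold lower (206 to 72 reads). With fatty acid synthase and the desaturase SCD, 5 of 11 measured genes were down and 0 up (5 adjusted over the list alone), and the median log2 ratio was -0.96, at percentile 0. Sterol synthesis fell beside it: INSIG1, a sterol-regulated brake of the pathway, was 6.96-fold lower (2584 to 365 reads) and squalene monooxygenase (SQLE), which oxidizes squalene, 2.58-fold lower (2092 to 797 reads). Of 21 sterol genes, 7 were down and 0 up (7 adjusted over the list alone), with a median of -0.85 at percentile 0. Acetyl-CoA carboxylase, the first committed enzyme, had 9 and 9 reads on the unigene named ACACA, while another unigene matched to this enzyme (ACAC) was 11.6-fold lower (3878 to 328 reads).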

For PPAR signaling (Additional file 3: Figure S5), FA transport protein (*slc27a1*) and binding protein (*fabp1*) were both up-regulated. Moreover, the expression levels of target genes that are responsible for lipid transportation (*pltp* and *apoa1*), FA oxidation (*acadm*), and adipocyte differentiation (*acdc* and *angptl4*) were elevated as well. 

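PLTP, which moves phospholipids between lipoproteins, rose 4.58-fold in the transgenic liver (50 to 225 reads), and ANGPTL4 2.31-fold (67 to 152 reads). Apolipoprotein A-I (APOA1), the main protein of high-density lipoprotein, had 436803 and 353368 reads, a log2 ratio of -0.28. FABP1 had 5161 and 5958 reads on its longest unigene, and another of its unigenes rose 7.37-fold (66 to 478 reads); ACADM had 140 and 171, with 2 of its 6 unigenes up. ADIPOQ had 13 and 16 reads, and SLC27A1 2 and 5, a ratio of 2.54 with a counting interval of 0.42 to 26.7. Of these 7 genes, 2 were up and 5 did not pass (2 adjusted over the list alone), with a median of 0.32 at percentile 94.6. Among PPAR targets that the study drew as down, the desaturase SCD was 17.8-fold lower (4254 to 235 reads) and CYP7A1, the first enzyme of bile acid synthesis, 2.26-fold lower (267 to 116 reads). FADS2, FABP3 and ACSL1 did not pass on their longest unigenes, with log2 ratios of -0.96, -0.46 and -0.45, though FADS2 was down over its 6 unigenes together (2596 to 1125 reads), summed as an alternative added after seeing the data; 2 of 4 FABP3 unigenes (one from 123 to 10 reads) and 1 ACSL1 unigene (61 to 22 reads) were down. Of these 5, 2 were down (2 adjusted over the list alone), with a median of -0.96 at percentile 0.13. Both lists were made by the study from these libraries and are not independent evidence.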

An additional supportive finding was provided by other scientists in the RNA-Seq transcriptomic analysis of the liver of *Edwardsiella tarda* vaccine immunized zebrafish [42]. Yang et al. [42] reported differentially expression levels of energy metabolism associated genes such as apolipoprotein (*apoa4*), plasminogen (*plg*), fibrinogen (*fgg*) and serum amyloids (*apcs* and *saa*) in the liver of zebrafish (*Danio rerio*) at its acute phase after vaccine immunization. 

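ANGPTL4, an inhibitor of lipoprotein lipase that PPAR induces, rose 3.21-fold in the transgenic kidney, from 97 to 321 reads. The fatty acid transporter SLC27A1 had 7 and 19 reads, a log2 ratio of 1.40, and adiponectin (ADIPOQ, also ACDC) 3 and 13, a ratio of 4.21 with a counting interval of 1.16 to 23.0; at these reads neither passed. FABP1, the liver-type fatty acid-binding protein, had 71 and 60 reads on its longest unigene, and ACADM, a medium-chain dehydrogenase, 399 and 388, while 2 of its 6 unigenes were up. Of these 5 genes, 1 was up and 4 did not pass (1 adjusted over the list alone), with a median of 1.40 at percentile 99.99. The 5 were picked by the study on these libraries, so their count is not independent evidence.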

Very interestingly, the PPAR signaling was also perturbed in the transgenic kidney (Additional file 4: Figure S9): *slc27a1*, *fabp1*, *acdc*, *angptl4* and *acadm* were consistently up-regulated in both the liver and kidney. Although some of the DEGs involving in the PPAR signaling are down-regulated, the up-regulated DEGs suggest an overall elevation of lipid metabolism in both the transgenic liver and kidney, and, therefore, an enhancing lipid energy metabolism may be expected in the transgenic fish. 

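Fatty acid oxidation genes of the liver had 1 up and 0 down of 16 measured (1 adjusted over the list alone): ETFDH, which passes electrons from fatty acid oxidation to the respiratory chain, rose 2.23-fold (131 to 287 reads). Their median log2 ratio was 0.32, at percentile 99.1. EHHADH, which rose in the kidney, had a log2 ratio of 0.55 in the liver and did not pass, and HADHA, of the mitochondrial trifunctional enzyme, had 292 and 269. Fatty acid synthesis in the kidney had 0 up and 2 down of 11 (3 adjusted over the list alone), with a median of -0.68 at percentile 4.96, and sterol synthesis 0 up and 2 down of 20 (3 adjusted over the list alone), with -0.74 at percentile 0.67. Whether the changes of the 2 tissues differ was not tested. The paper states that some PPAR genes were down, and from those that were up it proposes higher lipid metabolism in both tissues.

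**Figure D2:**
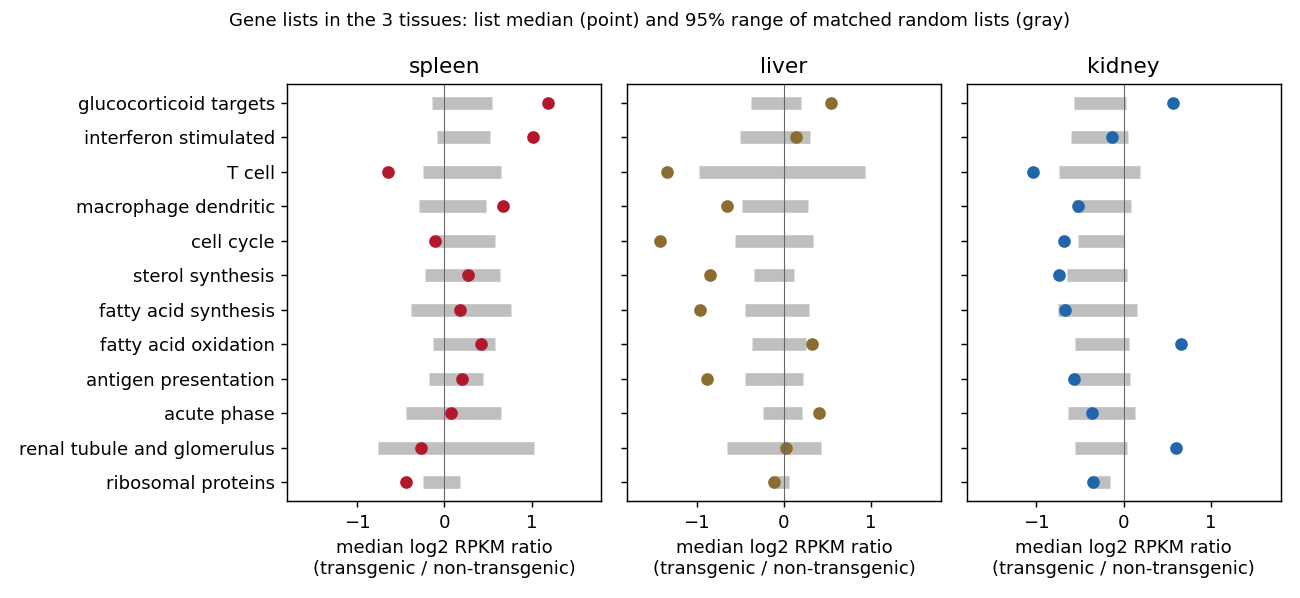
Median log2 RPKM ratio, transgenic over non-transgenic, of 12 gene lists in the spleen, liver and kidney (points), with the central 95% of random groups matched on mean expression (gray bars) and 1 library per genotype and tissue. Fatty acid and sterol synthesis lie below the bar in the liver, and fatty acid oxidation lies above it in the liver and kidney.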

As revealed by Yang et al. [42], the vaccine immunized zebrafish altered the expressions of lysozyme (*lygl1*) and lysosomal membrane protein 2 (*lamp2*) in the liver. Here, we discovered the promotion of phagosomal and lysosomal activity in the liver of cecropin P1 transgenic rainbow trout. The collectin (*colec11*) and C-lectin receptors (*cd206* and *cd209*) were stimulated as well as *mhc1*, and genes correlated to lysosomal activity were also perturbed such as *rilp*, *lamp*, and *ctsl* (Additional file 4: Figure S8). These results may indicate an increasing endoplasmic reticulum mediated phagocytosis, which play an essential role in lysosomal elimination of pathogens, in the transgenic liver.

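Unigenes named CD209 by their NR match, a lectin receptor of phagocytes, rose in the transgenic liver, one from 228 to 535 reads and one from 423 to 1120; their Swiss-Prot match is collectin-12 (COLEC12). The collectin COLEC11 had 9 and 12 reads, the mannose receptor MRC1 (CD206) 27 and 36, and the lysosomal membrane proteins LAMP1 and LAMP2 44 and 51 and 344 and 387; none of these passed on the longest unigene. A shorter LAMP1 unigene was up, from 82 to 167 reads. Cathepsin L (CTSL) had 3247 and 3210 reads over 2 unigenes, and RILP had no matching unigene. Of the study's 7 genes, 4 were measured and 0 passed (0 adjusted over the list alone), with a median log2 ratio of 0.34 at percentile 90.8; the list is not independent evidence. Genes of antigen presentation fell in the liver: tapasin (TAPBP), which loads MHC class I, was 5.30-fold lower (302 to 56 reads), the transporter TAP1 3.93-fold lower (140 to 35 reads) and beta-2-microglobulin (B2M) 2.74-fold lower (340 to 122 reads). Of 13 genes of antigen presentation, 0 were up and 5 down (5 adjusted over the list alone), with a median of -0.88 at percentile 0.02. T cell genes lay low in the same library, with 0 DEGs of 7 and a median of -1.34 at percentile 0.92. Of 12 macrophage genes, 0 were up and 3 down, among them MPEG1 (234 to 80 reads), with a median of -0.65 at percentile 0.47 that lay within matched groups under the most-read unigene.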

## Conclusions

In this study, we confirmed the findings of cDNA microarray analysis conducted by Lo et al. [12] in a cross-platform approach, RNA-Seq, and more solid evidence were obtained to support our hypothesis. The cecropin P1 transgene not only directly eliminate bacterial, virial and parasitic pathogens, but also modulate the host innate and adaptive immunity in rainbow trout. Many functional perturbations found in the spleen and kidney might contribute to directly increasing fish immune responses; some others in the liver and kidney might provide indirect effects via altering the energy metabolisms. The genetic data shown in this study provides evidence, expands pool of knowledge about fish immunity, and may benefit further studies in marine species. Finally, the identified DEGs committing to achieve immunomodulation may further serve as biological markers for artificial selection and breeding of disease resistant fish species in aquaculture.

## Methods

### RNA preparation

Three immune competent tissues, namely spleen, liver and kidney, were harvested from two individual fish of two transgenic families respectively and one non-transgenic family (one year old) maintained in the Salmon Disease Laboratory at Oregon State University (OSU protocol # 4282). Prior to tissue collection, fish were euthanized by treatment with MS222 (Tricaine mesylate, Sigma-Aldrich, St. Louis, Mo) following the specification in OSU protocol #4282. For each tissue, one RNA sample was prepared from a pooled tissue of two individual fish of the control population (non-transgenic fish) and two RNA samples each was prepared from a pooled tissue of two individual fish of two independent transgenic families. Total RNA samples were prepared by the TRIzol extraction method following the protocol provided by the manufacturer (Invitrogen, Carlsbad, CA). By treating all RNA samples with RNase free DNase-I (M610A, Promega, Madison, WI), the genomic DNA contamination was removed. The quality of RNA samples were assessed by an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA), and concentrations by a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE).

### Transcriptomic sequencing and reads assembly

Illumina second generation sequencing was performed by Beijing Genomic Institute (BGI) as a commercial service. RNA samples of the non-transgenic rainbow trout were used to generate reference database. Poly(A)^+^-RNA was isolated from the total RNA by magnetic beads conjugated with oligo(dT). The poly(A)^+^-RNA was fragmented to about 200 bases, and subjected to first strand cDNA synthesis using random hexamer as primers. After addition of buffer, dNTPs, RNase H and DNA polymerase I, the second strand cDNA was synthesized. The double-strand cDNA was purified, and modified by 5′-end phosphorylation and 3′-end addition of single nucleotide adenine. After ligation to the sequencing adaptors, the suitable cDNA fragments were selected as templates for the PCR amplification, and the products were sequenced by Illumina HiSeq™ 2000. After sequencing, clean reads were collected by removal reads of adaptors, reads containing > 5% unknown nucleotides and reads with low quality bases (base quality ≦ 10). Subsequently, the transcriptomic de novo assembly was carried out with the short reads assembling program, Trinity [18] to generate unigenes. After generating reference database from non-transgenic rainbow trout, tissue specific RNA samples from two transgenic families were sequenced by the same procedure. By removing the noise, reads of adaptor, reads of unknown bases > 10%, and reads of low quality bases (base quality ≦ 5) greater than 50%, clean reads were produced and mapped to reference database with SOAPaligner/SOAP2 [21]. During the mapping, no more than two mismatches were allowed in the alignment.

### Unigene annotation and functional classification

Homology searches of the assembled unigenes were performed against public protein databases of Nr, Swiss-Prot, KEGG, and COG by blastx (the e-value < 10^− 5^). In addition, functional classification of unigenes was also conducted via Blast2GO program [43] for non-redundant GO annotation, and web gene ontology annotation plot (WEGO) program [44] for GO classification.

### Differential expression of Unigenes

The gene expression level was calculated by parameter of RPKM [18]. RPKM is defined as RPKM(Χ) = 10^6*^C/(NL*10^− 3^), where RPKM(Χ) stands for the expression of gene Χ, C equals to the number of reads that specifically aligned to gene Χ, N is the total number of reads that aligned to all genes, and L stands for the number of bases of gene Χ. After determining RPKM of unigenes, the base two logarithm of RPKM ratio of transgenic over non-transgenic group was calculated. For those unigenes with RPKM equals to zero were excluded, and the unigenes with RPKM ratio greater than 2 folds, i.e., log_2_(transgenic/non-transgenic > 1 or < − 1), were defined as differentially expressed genes (DEGs). If there was more than one unigene relevant to a gene of interest, the longest unigene was used to determine the expression level and coverage. For screening the significance of gene expression, strict algorithm was customized by BGI, as a commercial service, based on the general method of Audic et al. [45]. A false detection rate (FDR) was pre-set to a number no larger than 0.01, following the procedure of Benjanini-Hochberg [46] which was used to determine the threshold of *P*-value in multiple tests of differential expression genes.

### Reverse transcription (RT) quantitative real-time PCR (RT-qPCR)

Superscript III reverse transcriptase (18080–044, Life Technology) and oligo-(dT)_18_ were used to reverse transcribe two μg of DNase-treated RNA samples into first strand cDNA by following conditions provided by the manufacturer. The resulting cDNA products were diluted with DNase-free water into final volume of 100 μL. The qPCR assay was conducted in a 96 wells plate in the C1000 thermal cycler/CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA). The reaction mixture, 20 μL, contains 1 μL template, 0.5 μM gene specific primers (Additional file 5), 1x SsoFast EvaGreen Supermix (172–5201, Bio-Rad), and 0.01 μM fluorescein (170–8780, Bio-Rad). The amplification program consisted of initial denaturing for 2 min at 98 °C, followed by 40 cycles of 5 s at 98 °C and 30 s at 59 °C for annealing and synthesis. For quality control of the amplified products, a melting curve, 65 °C to 95 °C with 0.5 °C increments every 5 s, was performed after each amplification. Subsequently, the threshold cycle (Ct) values were collected by CFX manager (Bio-Rad) and analyzed by standard normalizer of 2^-ΔΔCt^ to determine the differential expression (transgenic vs non-transgenic). For the assay of each gene, the efficiencies of reverse transcription and PCR were determined to be within the limit of reproducibility.

### Bioinformatics analysis

In the enrichment analysis by GeneCodis [20], both pre-defined DEGs of each tissue from the transgenic fish and the total genes of the non-transgenic fish library, serving as a reference gene list, were inputted to inquire GO: Biological Process, GOSlim Process and KEGG pathways. The default statistical parameters (minimum number of genes: 3, statistical test: hypergeometric and chi-square; *p*-value correction = false detection rate: FDR) were applied for both singular and modular enrichment analyses.

For the software versions, databases and parameters, utilized in this study, were summarized in Additional file 6.

## Additional files

Additional file 1: Supplemental figures for pie charts of qualities of clean reads and results of sequencing saturation analyses to show quality of aligning, and supplemental table to show overall mapping results (to reference genes) per each sample.

Additional file 2: Singular enrichment analyses among three tissues, grouped by both GOSlim biological process and KEGG terms.

Additional file 3: Supplement figures for pathways generated from custom-made visualization tool.

Additional file 4: Supplement figures from KEGG database and sprayed by the DEGs expression profiles.

Additional file 5: Primers for RT-qPCR analysis.

Additional file 6: Summarizing of software versions, databases and parameters for Bioinformatics analyses.

## Abbreviations

AMP: Antimicrobial peptide
BGI: Beijing Genomic Institute
BLAST: Nucleotide Basic Local Alignment Search Tool
COG: Clusters of orthologous
*cox2*: Cyclooxygenase-2
DEG: Differentially expressed gene
ECM: Extracellular matrix
FA: Fatty acid
FDR: False detection rate
GO: Gene Ontology
GO:BP: Gene Ontology Biological Process
IHNV: Infectious hematopoietic necrosis virus
IHNV: Infectious Hematopoietic Necrosis Virus
*il1β*: Interleukin-1β
ISAV: Infectious salmon anemia virus
JAK: Janus kinase
KEGG: Kyoto Encyclopedia of Genes and Genomes
MHC: Major histocompatibility complex
MMC: Melanomacrophages center
NGS: Next generation sequencing
ORA: Over-representation analysis
PPAR: Peroxisome proliferator-activated receptor
qRT-PCR: Quantitative reverse transcription poly chain reaction
RNA-Seq: RNA sequencing
RPKM: Reads per kilobase of transcript per million mapped reads
SOAP: Short oligonucleotide analysis package
STAT: Signal transducer and activator of transcription
TLR: Toll-like receptor
WEGO: Web gene ontology annotation plot

# Supplementary material for: RNA-Seq analysis of differentially expressed genes relevant to innate and adaptive immunity in cecropin P1 transgenic rainbow trout (Oncorhynchus mykiss)
**Source:** BMC Genomics. 2018 Oct 19;19:760. doi: 10.1186/s12864-018-5141-8
**Supplement:** Supplementary file 1 — Supplemental figures for pie charts of qualities of clean reads and results of sequencing saturation analyses to show quality of aligning, and supplemental table to show overall mapping results (to reference genes) per each sample.

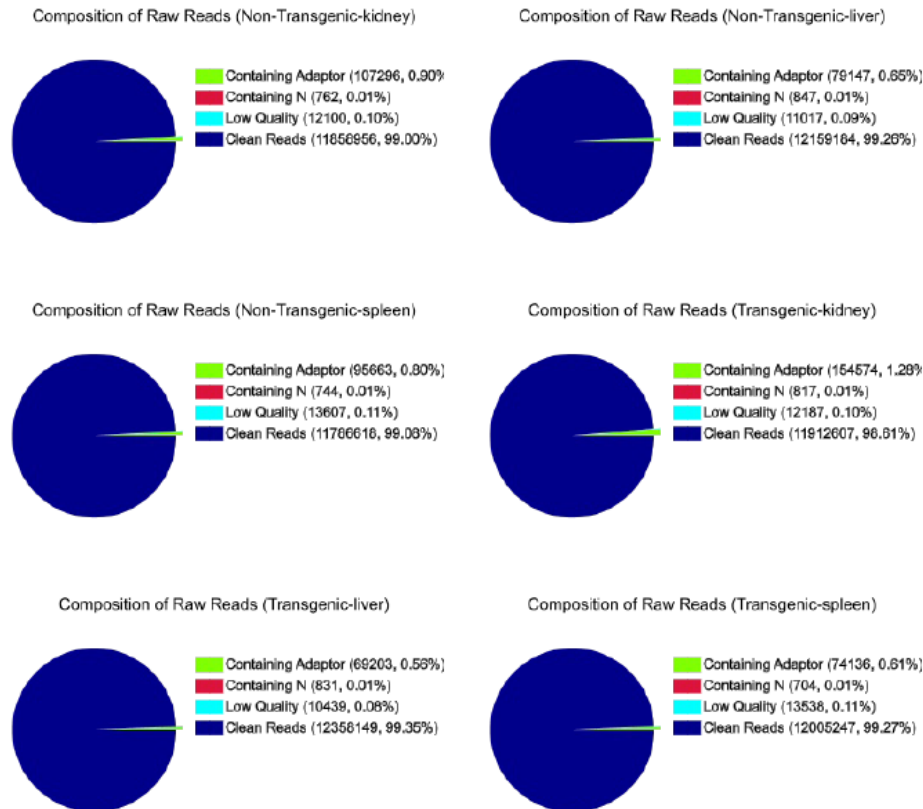

Supplemental Figure 1 Tissue specific quality assessment of reads. Pie charts contained composition of raw reads in each tissue in group of transgenic and non-transgenic fish.

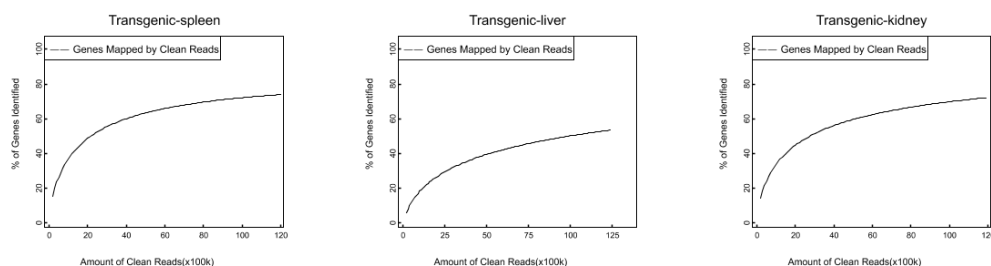

Supplemental Figure 2 Tissue specific quality of aligning: results of sequence saturation analysis. Each graph indicates the amount of clean reads of transgenic fish mapped to reference genome that reaches saturation no later than 7500k reads.

Supplemental Table 1 Summary of mapping to reference genes per each sample.

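The table gives, for each library, how many clean reads were aligned to the unigenes and how many of them matched a single position. Per library, the spleen had 111349 unigenes with at least 1 uniquely aligned read in non-transgenic and 108087 in transgenic fish, the liver 83492 and 78930, and the kidney 111498 and 105397.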

Sample ID	Total Reads	Total BasePairs	Total Mapped Reads	Perfect Match	<=2bp Mismatch	Unique Match	Multi-position Match	Total Unmapped Reads
Non-Transgenic-kidney	11,858,956(100.00%)	581,088,844(100.00%)	9,430,911(79.53%)	7,460,761(62.91%)	1,970,150(16.61%)	7,344,928(61.94%)	2,085,983(17.59%)	2,428,045(20.47%)
Non-Transgenic-liver	12,159,184(100.00%)	595,800,016(100.00%)	10,262,784(84.40%)	8,336,861(68.56%)	1,925,923(15.84%)	8,161,361(67.12%)	2,101,423(17.28%)	1,896,400(15.60%)
Non-Transgenic-spleen	11,786,618(100.00%)	577,544,282(100.00%)	9,108,348(77.28%)	7,057,019(59.87%)	2,051,329(17.40%)	7,034,848(59.69%)	2,073,500(17.59%)	2,678,270(22.72%)
Transgenic-kidney	11,912,607(100.00%)	583,717,743(100.00%)	9,435,608(79.21%)	7,179,370(60.27%)	2,256,238(18.94%)	7,565,341(63.51%)	1,870,267(15.70%)	2,476,999(20.79%)
Transgenic-liver	12,358,149(100.00%)	605,549,301(100.00%)	10,311,807(83.44%)	7,937,101(64.23%)	2,374,706(19.22%)	8,023,228(64.92%)	2,288,579(18.52%)	2,046,342(16.56%)
Transgenic-spleen	12,005,247(100.00%)	588,257,103(100.00%)	9,151,918(76.23%)	6,979,032(58.13%)	2,172,886(18.10%)	6,922,491(57.66%)	2,229,427(18.57%)	2,853,329(23.77%)

# Supplementary material for: RNA-Seq analysis of differentially expressed genes relevant to innate and adaptive immunity in cecropin P1 transgenic rainbow trout (Oncorhynchus mykiss)
**Source:** BMC Genomics. 2018 Oct 19;19:760. doi: 10.1186/s12864-018-5141-8
**Supplement:** Supplementary file 2 — Singular enrichment analyses among three tissues, grouped by both GOSlim biological process and KEGG terms.

Spleen

Singular enrichment of GOSlim process

Genes	NGR	TNGR	NG	TNG	Hyp	Hyp*	Chi	Chi*	Annotations
29 genes	198	5674	29	384	5.36E-05	0.0017704	4.98E-05	0.00164185	GO:0007155: cell adhesion (BP)
4 genes	11	5674	4	384	0.00465134	0.0767471	0.00121573	0.0200595	GO:0007005: mitochondrion organization (BP)

Spleen

Singular enrichment of KEGG

Not available

NGR = Number of annotated genes in the reference list;
TNGR = Total number of genes in the reference list;
NG = Number of annotated genes in the input list;
TNG = Total number of genes in the input list;
Hyp = Hypergeometric pValue; Hyp* = Corrected hypergeometric pValue
Chi = Chi square pValue; Chi* = Corrected chi square pValue

Liver

Singular enrichment of GOSlim process

Genes	NGR	TNGR	NG	TNG	Hyp	Hyp*	Chi	Chi*	Annotations
2 genes		14	5674	2	99	0.0239265	0.143559	0.000876076	0.0105129 GO:0006259: DNA metabolic process (BP)
3 genes		35	5674	3	99	0.0225216	0.180173	0.00323959	0.0259167 GO:0007267: cell-cell signaling (BP)
4 genes		46	5674	4	99	0.00812107	0.194906	0.000585669	0.0140561 GO:0006461: protein complex assembly (BP)
5 genes		90	5674	5	99	0.0199786	0.239744	0.00722919	0.0433751 GO:0006629: lipid metabolic process (BP)

Liver

Singular enrichment of KEGG

Genes	NGR	TNGR	NG	TNG	Hyp	Hyp*	Chi	Chi*	Annotations
4 genes		25	5674	4	99	0.000832454	0.0674288	5.10E-07	1.03E-05 (KEGG) 00500: Starch and sucrose metabolism
2 genes		6	5674	2	99	0.00431887	0.11661	3.84E-07	1.04E-05 (KEGG) 00591: Linoleic acid metabolism
2 genes		5	5674	2	99	0.00291232	0.117949	4.34E-08	3.51E-06 (KEGG) 01040: Biosynthesis of unsaturated fatty acids
2 genes		9	5674	2	99	0.0100171	0.135231	2.54E-05	0.000257671 (KEGG) 00053: Ascorbate and aldarate metabolism
2 genes		9	5674	2	99	0.0100171	0.135231	2.54E-05	0.000257671 (KEGG) 00100: Steroid biosynthesis
3 genes		23	5674	3	99	0.00708287	0.143428	0.000110175	0.000991575 (KEGG) 03320: PPAR signaling pathway
2 genes		11	5674	2	99	0.0149603	0.173112	0.000144303	0.00116885 (KEGG) 00040: Pentose and glucuronate interconversions
1 genes		1	5674	1	99	0.017448	0.176661	1.44E-07	5.81E-06 (KEGG) 00400: Phenylalanine, tyrosine and tryptophan biosynthesis
2 genes		18	5674	2	99	0.0384567	0.183235	0.00425045	0.0181203 (KEGG) 00590: Arachidonic acid metabolism
2 genes		18	5674	2	99	0.0384567	0.183235	0.00425045	0.0181203 (KEGG) 04975: Fat digestion and absorption
2 genes		13	5674	2	99	0.0207415	0.186673	0.000519395	0.00350592 (KEGG) 05323: Rheumatoid arthritis
1 genes		2	5674	1	99	0.0345946	0.186811	2.45E-05	0.000330648 (KEGG) 00360: Phenylalanine metabolism
1 genes		2	5674	1	99	0.0345946	0.186811	2.45E-05	0.000330648 (KEGG) 00130: Ubiquinone and other terpenoid-quinone biosynthesis
2 genes		16	5674	2	99	0.030848	0.192207	0.00210192	0.010015 (KEGG) 00140: Steroid hormone biosynthesis
2 genes		16	5674	2	99	0.030848	0.192207	0.00210192	0.010015 (KEGG) 00830: Retinol metabolism
3 genes		45	5674	3	99	0.0431273	0.194073	0.0150859	0.0469984 (KEGG) 04060: Cytokine-cytokine receptor interaction
2 genes		20	5674	2	99	0.0466978	0.19908	0.00758636	0.0292617 (KEGG) 04115: p53 signaling pathway
2 genes		15	5674	2	99	0.0272978	0.201011	0.00139149	0.00867002 (KEGG) 00983: Drug metabolism - other enzymes
4 genes		65	5674	4	99	0.0262361	0.212513	0.00859709	0.0316529 (KEGG) 04062: Chemokine signaling pathway

NGR = Number of annotated genes in the reference list;

TNGR = Total number of genes in the reference list;

NG = Number of annotated genes in the input list;

TNG = Total number of genes in the input list;

Hyp = Hypergeometric pValue; Hyp* = Corrected hypergeometric pValue

Chi = Chi square pValue; Chi* = Corrected chi square pValue

Kidney

Singular enrichment of GOSlim process

Genes	NGR	TNGR	NG	TNG	Hyp	Hyp*	Chi	Chi*	Annotations
1 genes		1	5674	1	243	0.0428269	0.235548	0.0010714	0.0176781 GO:0021700: developmental maturation (BP)
1 genes		1	5674	1	243	0.0428269	0.235548	0.0010714	0.0176781 GO:0002376: immune system process (BP)

Kidney

Singular enrichment of KEGG

Genes	NGR	TNGR	NG	TNG	Hyp	Hyp*	Chi	Chi*	Annotations
7 genes	23	5674	7	243	3.30E-05	0.005078	1.04E-07	1.60E-05	(KEGG) 03320: PPAR signaling pathway
5 genes	16	5674	5	243	0.0004096	0.012614	5.17E-06	0.000199	(KEGG) 00140: Steroid hormone biosynthesis
4 genes	9	5674	4	243	0.0003488	0.013431	1.24E-06	6.35E-05	(KEGG) 00020: Citrate cycle (TCA cycle)
4 genes	9	5674	4	243	0.0003488	0.013431	1.24E-06	6.35E-05	(KEGG) 04672: Intestinal immune network for IgA production
10 genes	73	5674	10	243	0.0009918	0.021821	0.000241	0.0041243	(KEGG) 04810: Regulation of actin cytoskeleton
4 genes	11	5674	4	243	0.0008535	0.021907	1.04E-05	0.0002672	(KEGG) 00620: Pyruvate metabolism
6 genes	23	5674	6	243	0.0003166	0.024377	6.45E-06	0.0001987	(KEGG) 04640: Hematopoietic cell lineage
5 genes	23	5674	5	243	0.0024671	0.042215	0.0002377	0.0045758	(KEGG) 05410: Hypertrophic cardiomyopathy (HCM)
3 genes	7	5674	3	243	0.002389	0.045988	3.63E-05	0.0007995	(KEGG) 00120: Primary bile acid biosynthesis
5 genes	25	5674	5	243	0.0036323	0.055938	0.0005101	0.0078559	(KEGG) 05412: Arrhythmogenic right ventricular cardiomyopathy (ARVC)
5 genes	26	5674	5	243	0.0043429	0.0608	0.0007199	0.0100783	(KEGG) 05414: Dilated cardiomyopathy
6 genes	39	5674	6	243	0.0057645	0.073977	0.0017433	0.0223722	(KEGG) 04512: ECM-receptor interaction
6 genes	40	5674	6	243	0.0065445	0.077527	0.0021679	0.0256807	(KEGG) 04514: Cell adhesion molecules (CAMs)
6 genes	45	5674	6	243	0.0116277	0.119378	0.0056444	0.0482905	(KEGG) 04060: Cytokine-cytokine receptor interaction
4 genes	21	5674	4	243	0.0110453	0.121498	0.0026742	0.0294158	(KEGG) 05120: Epithelial cell signaling in Helicobacter pylori infection
3 genes	13	5674	3	243	0.0161296	0.137998	0.0031212	0.0300414	(KEGG) 04610: Complement and coagulation cascades
3 genes	13	5674	3	243	0.0161296	0.137998	0.0031212	0.0300414	(KEGG) 05323: Rheumatoid arthritis
4 genes	23	5674	4	243	0.0152845	0.147114	0.0049511	0.0448508	(KEGG) 04145: Phagosome
2 genes	7	5674	2	243	0.0332651	0.213451	0.0061318	0.0472145	(KEGG) 00260: Glycine, serine and threonine metabolism
2 genes	7	5674	2	243	0.0332651	0.213451	0.0061318	0.0472145	(KEGG) 00380: Tryptophan metabolism

NGR = Number of annotated genes in the reference list;
TNGR = Total number of genes in the reference list;
NG = Number of annotated genes in the input list;
TNG = Total number of genes in the input list;
Hyp = Hypergeometric pValue; Hyp* = Corrected hypergeometric pValue
Chi = Chi square pValue; Chi* = Corrected chi square pValue

# Supplementary material for: RNA-Seq analysis of differentially expressed genes relevant to innate and adaptive immunity in cecropin P1 transgenic rainbow trout (Oncorhynchus mykiss)
**Source:** BMC Genomics. 2018 Oct 19;19:760. doi: 10.1186/s12864-018-5141-8
**Supplement:** Supplementary file 3 — Supplement figures for pathways generated from custom-made visualization tool.

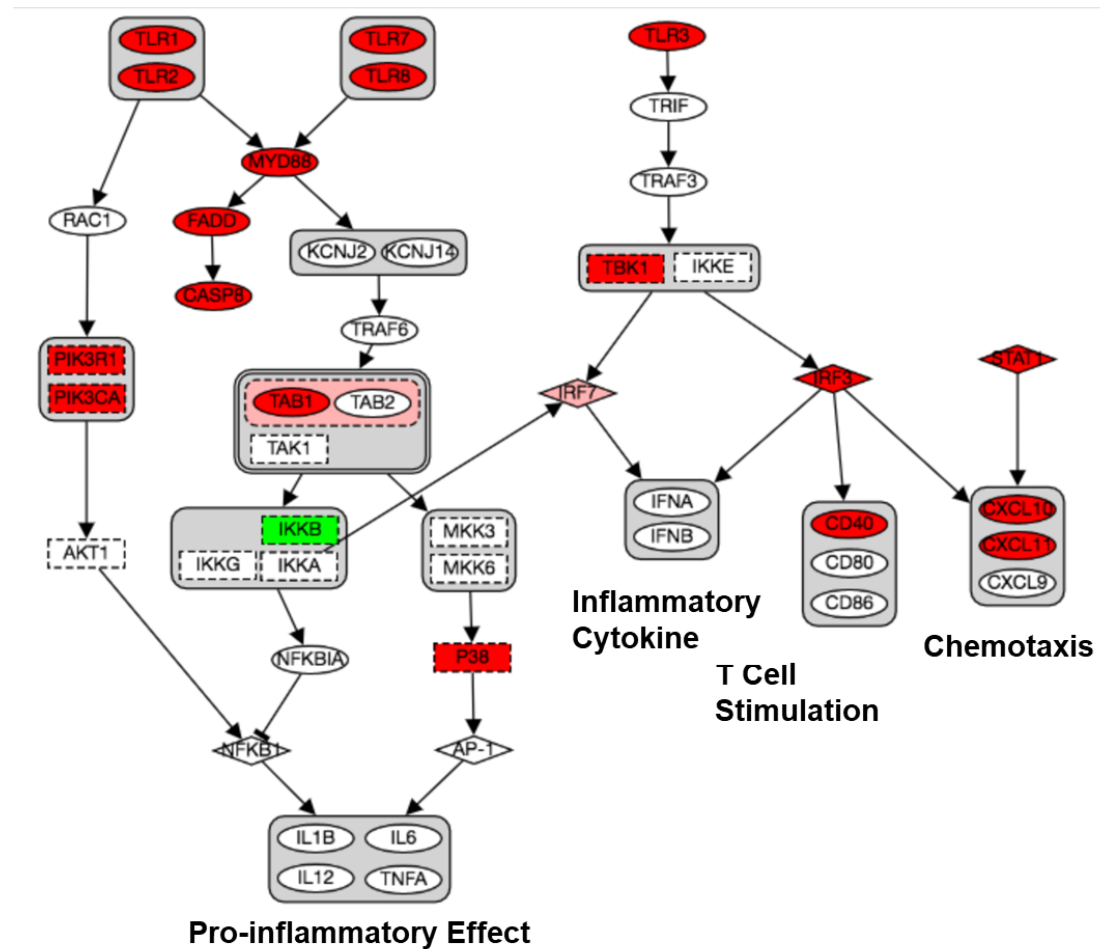

Supplement Figure 4 Pathway analysis of Toll-like receptor pathway in transgenic spleen. The heat map indicates: red = up-regulation, green = down-regulation. Threshold set = RPKM ratio greater than two folds. Eclipse = regular genes; dash rectangular = kinases; diamond = transcription factors; dash line bundle = set of OR; singular rectangular bundle = set of AND; doubling rectangular bundle = set of AND out of subset of OR. The pathway was customized and sprayed expression data from KO04620 (Toll-like receptor signaling pathway) from KEGG database.

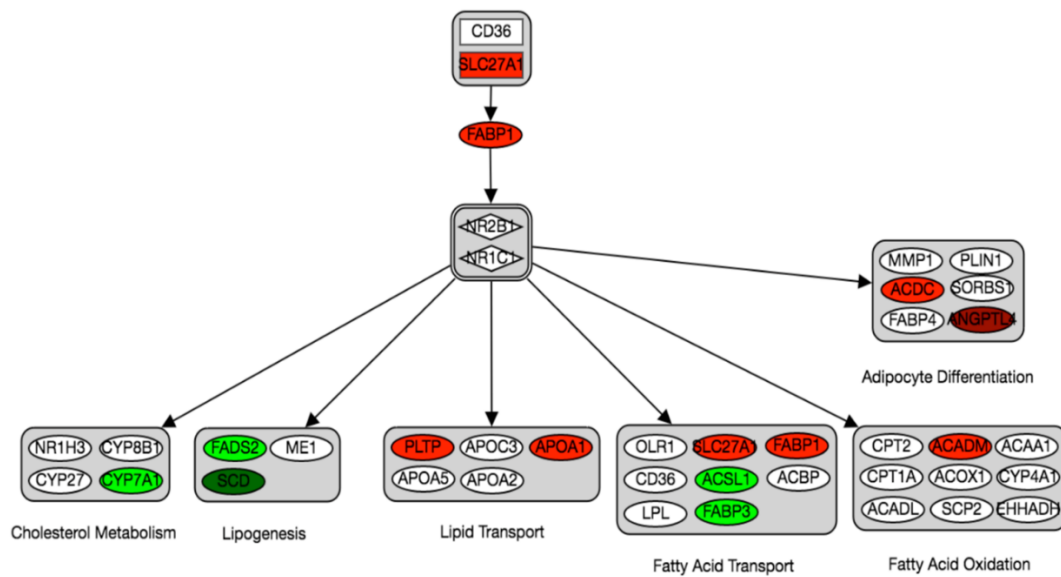

Supplement Figure 5 Pathway analysis of PPAR signaling pathway in transgenic liver. The heat map indicates: red = up-regulation, green = down-regulation. Threshold set = RPKM ratio greater than two folds. Eclipse = regular genes; diamond = transcription factors; singular rectangular bundle = set of AND; doubling rectangular bundle = either AND/OR. The pathway was customized and sprayed expression data from KO03320 (PPAR signaling pathway) from KEGG database.

# Supplementary material for: RNA-Seq analysis of differentially expressed genes relevant to innate and adaptive immunity in cecropin P1 transgenic rainbow trout (Oncorhynchus mykiss)
**Source:** BMC Genomics. 2018 Oct 19;19:760. doi: 10.1186/s12864-018-5141-8
**Supplement:** Supplementary file 4 — Supplement figures from KEGG database and sprayed by the DEGs expression profiles.

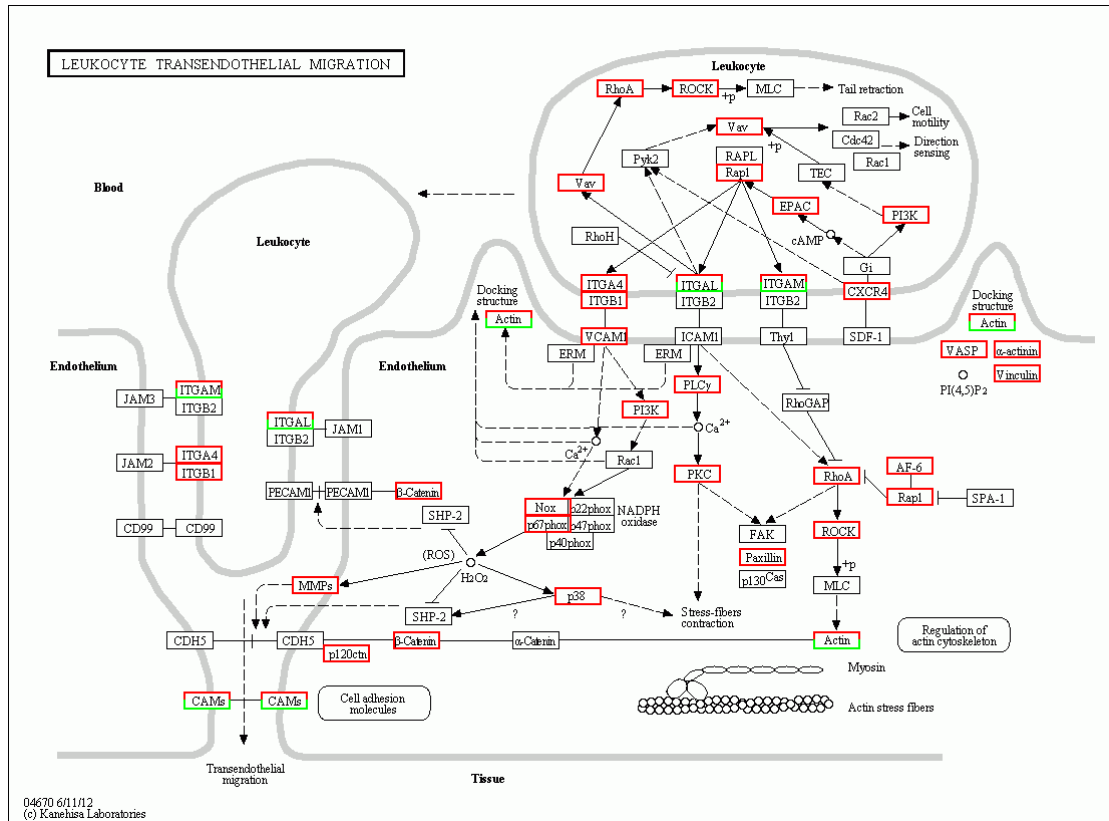

Supplement Figure 6 KEGG Pathway of leukocyte trans-endothelial migration in transgenic spleen. Red coated rectangular = up-regulation; Green coated rectangular = down-regulation; Double coated rectangular = isomers with differentially expressed levels. Threshold set = RPKM ratio greater than two folds. The pathway was directly inquired from KEGG database (KO04670) and sprayed spleen expression data.

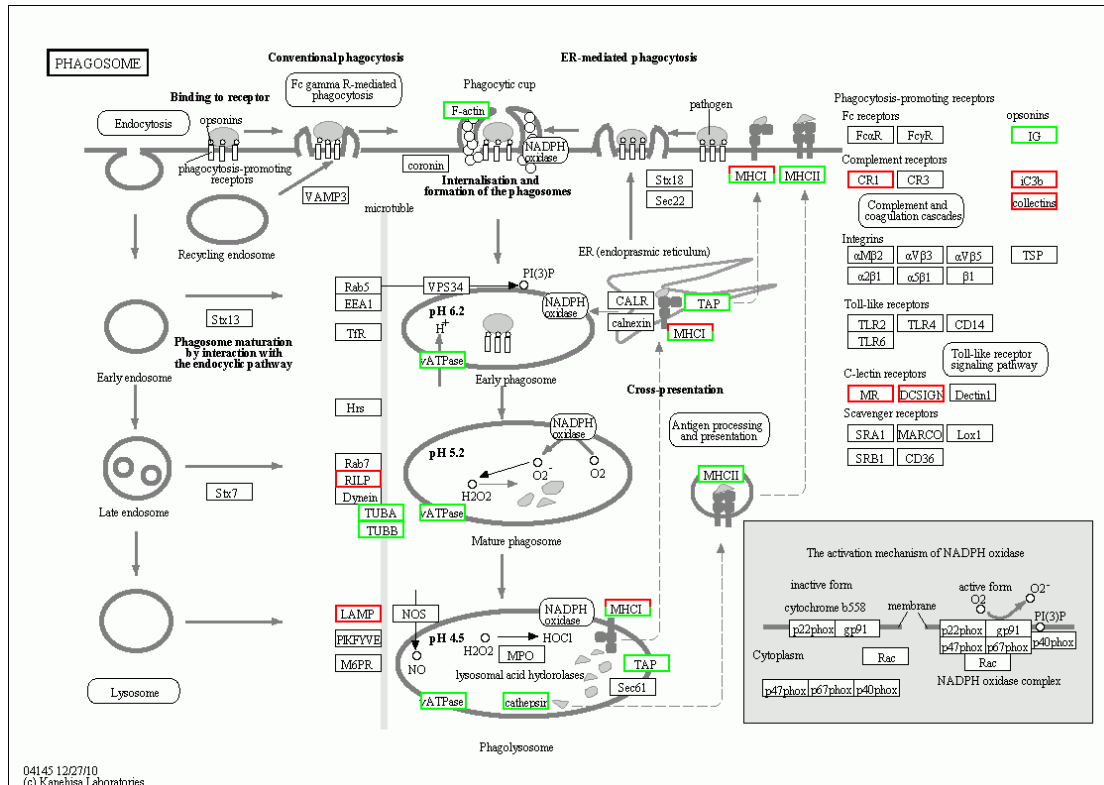

Supplement Figure 8 KEGG Pathway of Phagosome in transgenic liver.

Red coated rectangular = up-regulation; Green coated rectangular = down-regulation; Double coated rectangular = isomers with differentially expressed levels. Threshold set = RPKM ratio greater than two folds. The pathway was directly inquired from KEGG database (KO04145) and sprayed liver expression data.

How the deposited data were processed for this re-analysis (not part of the article)

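Messenger RNA of the spleen, liver and kidney was measured in 6 libraries, 1 of transgenic and 1 of non-transgenic rainbow trout per tissue, so that no variation between fish or libraries can be estimated. The authors assembled unigenes with Trinity from pooled reads of the 3 non-transgenic tissues and annotated them by BLAST. The count values are the authors' numbers of clean reads per unigene that SOAP2 aligned to a single position, with no normalization. The RPKM values were made by the authors from these counts, scaled by the length of the unigene and by the uniquely aligned reads of the library. The coverage values give the share of a unigene's bases covered by reads, computed by the authors, and were not used for a comparison. The FPKM values, computed by the authors for the pooled assembly library, were not used either. The counts of each library were checked to sum to its stated total.

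The RPKM ratio of transgenic over non-transgenic fish was recomputed from the counts, lengths and totals. Audic-Claverie probabilities were computed with SciPy 1.17.1 and adjusted after Benjamini and Hochberg within each tissue over unigenes with reads in both libraries. A DEG has an FDR below 0.001 and a ratio above 2 or below 0.5. Intervals of a ratio are exact 95% intervals from the binomial split of the reads and cover counting error alone. Tables were handled with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3; scaling factors came from R 4.3.3 with edgeR 4.0.16.

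At the depths given with the results, 3 reads on a unigene of 1000 bases equal an RPKM of 0.368 to 0.433, and 3 reads stand for 0 in a bound. The procedure was tested on simulated data, Poisson counts drawn from the mean rate of each unigene with changes planted in some. Of unigenes with at least 50 reads and a planted 4-fold change, 16 of 19 were called in the spleen, 6 of 8 in the liver and 18 of 18 in the kidney. Of those under 50 reads with a planted 10-fold change, 13 of 50, 8 of 49 and 4 of 43 were called, and 0 in the wrong direction.

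Genes were found by Swiss-Prot entry name or gene symbol of the best match, and the longest unigene stands for a symbol. The 48 gene lists comprise 17 read from the paper's text and figures, which are not independent of these libraries, and 31 of cell types, hormone and stress responses and metabolism. Each list median was set among 10000 random lists drawn within 50 bins of mean expression. Entry names for apolipoprotein A-I and serum amyloid A were added, and ribosomal proteins set to 1 member per entry name, after the annotation and first values had been seen. The annotation gives no KEGG pathway, so members of 13 pathways, 1328 symbols over the lists, were written by hand before a ratio was computed; this departs from the plan to use the KEGG pathways themselves, and the counts are not on the gene sets of Table 3. GO terms were counted directly.

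Named genes are those that the paper names; the 10 largest rises and 10 largest falls per tissue among DEGs with at least 100 reads in the higher and 3 in the other library, 300 bases and a named protein match; the 4 most-read members of a list; and the 10 named shared DEGs with the largest smallest change. Genes given as examples of a pathway or GO term or as most-read, and further unigenes of MHC class I and CCL13, were chosen after their values were seen.

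The alternatives set before the data were examined were an FDR threshold of 0.01, as in the methods; unigenes with 0 reads in 1 library kept; scaling by the median of ratios or by TMM; at least 10 reads over the 2 libraries; a pseudocount of 0.5 RPKM; 1 unigene per best protein match; and the most-read unigene per symbol. Reads summed over all unigenes of a symbol were added after seeing the data, because the longest unigene of several genes in the paper had no unique read. The RT-qPCR measurements were not analysed here.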

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

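The test of more blood in the kidney and the summed reads were chosen after the results were seen, and the patterns below were found and tested on the same libraries.

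Serum amyloid A-3 had a log2 ratio of 7.25 in the spleen and -3.23 in the kidney, and fish-egg lectin and PDK2 also changed in opposite directions between tissues. Among DEGs of both tissues, 20 rose in one and fell in the other for spleen and liver, 127 for spleen and kidney, and 25 for liver and kidney. Of the DEGs shared by the 3 tissues, 10 had both directions. These differ in direction by tissue, and the difference was not tested.

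Gene lists that were not drawn from the figures of the paper lay outside matched lists; the paper discusses fatty acid synthesis and T cell genes among them. In the spleen these include the interferon-stimulated genes, with a median log2 ratio of 1.01, and macrophage genes, with 0.68. In the liver, among others, genes of acute-phase proteins had 0.41, while antigen presentation had -0.88, macrophage genes -0.65, sterol synthesis -0.85, fatty acid synthesis -0.96 and the cell cycle -1.42. In the kidney, among others, renal tubule genes had 0.60, gluconeogenesis 0.77 and bile acid and xenobiotic metabolism 0.73, while T cell genes had -1.04 and the cell cycle -0.68. In the liver, MCM2, of the replication helicase, had 25 reads and 2, and the ribonucleotide reductase RRM1 was 3.42-fold lower; 3 of 16 cell cycle genes were down there (5 adjusted over the list alone), at percentile 0.

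Glucocorticoid targets lay above matched lists in all 3 tissues. On the longest unigene, FKBP5 rose 5.59-fold in the spleen, 7.05-fold in the liver and 2.54-fold in the kidney. KLF9, a transcription factor, had 3 and 68 reads in the spleen, a ratio of 23.0 with a counting interval of 7.56 to 114, and rose 5.21-fold in the liver, while in the kidney it had 5 reads and 2. CEBPD rose 2.33-fold and 2.05-fold in the spleen and liver; in the kidney this unigene, with 219 and 450 reads, did not pass, while the other CEBPD unigene was up in all 3 tissues (173 to 364 reads in the kidney). Of 18, 18 and 20 measured targets in the spleen, liver and kidney, 9, 5 and 6 were up and 0, 1 and 0 down, the same counts as adjusted over the list alone, with medians of 1.19, 0.54 and 0.57 at percentiles 100, 99.99 and 100. Without targets shown in Fig. 2c, the medians were 0.91, 0.35 and 0.46. The receptor itself, NR3C1, did not pass in any tissue.

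As the source of this glucocorticoid pattern, an hour of sampling that changed many clock genes strongly is argued against. At most 1 of the circadian clock genes was a DEG in a tissue, and 2 with summed reads. Of these genes, 9 in the spleen and 6 each in the liver and kidney had at least 50 reads over the 2 libraries. In simulated data at that depth, 5 of 11, 4 of 10 and 10 of 15 planted 2.5-fold changes were called in these tissues. A difference in hour that moves clock genes by about 2.5-fold or less is therefore not excluded by this count. Handling of the fish stays open: immediate early genes reached percentile 90.9 at most over the tissues, in the kidney, but with summed reads they lay there at percentile 99.0, with 2 of 11 up. A longer stress or a different feeding state may raise the same genes, and neither was tested. The transgene, the family and the rearing of the fish change together in this design, so these stay open as well.

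A unigene of the MHC class I heavy chain was over 16-fold lower in each tissue, as were 3 without a named match, and 0 unigenes were over 16-fold higher in each. With unigenes at 0 reads in 1 library kept, 8 were over 16-fold lower in each, among them an MHC class II alpha unigene (368 reads to 0, 74 to 0 and 411 to 1). Read totals within a tissue differed by 1.03-fold at most, which argues against depth. A candidate explanation is that the transgenic families carry other alleles, whose reads do not align to unigenes assembled from non-transgenic fish. With at least 30 reads in one genotype and 0 in the other, 110 unigenes were read in non-transgenic fish alone and 1 in transgenic fish alone, but a reference from non-transgenic reads fixes that outcome; 0 of the 4 had a sibling contig to compare, and of 22 unigenes over 16-fold lower in a tissue, among those with at least 50 reads in each non-transgenic library, 22.7% were so in all 3, counting those that reached 0 reads. Allelic differences between families and lower expression therefore cannot be told apart for these unigenes.

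In the kidney, tubule genes rose while genes of T cells and the cell cycle fell. A larger share of excretory tissue in the transgenic sample is a candidate explanation: 397 unigenes specific to the non-transgenic kidney had a median log2 ratio 0.64 above that of all unigenes with as many reads, 0.41 against -0.23. For 1963 unigenes typical of the spleen, the difference was -0.28, short of the bound of 0.3 set for a smaller share of hematopoietic tissue, so that part cannot be told apart from fewer or less active lymphocytes. More blood stays open: erythrocyte genes lay at percentile 99.9, and its test used the renal tubule genes, at percentile 100, which define the pattern. Lower lymphocyte proliferation, which the paper proposes, and the family of the fish stay open and were not tested.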

How the results depend on the processing

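Summing reads over all unigenes of a symbol was chosen after seeing the data; the other alternatives were planned.

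Numbers of DEGs moved by more than 1.5 times under some settings, and the cause was not tested unless named. With 1 unigene per best protein match, which tests fewer unigenes, there were 970 up and 253 down in the spleen, 184 and 286 in the liver and 305 and 671 in the kidney, and 30 shared by the 3 tissues. With an FDR threshold of 0.01, which admits more unigenes, 1816 were down in the spleen and 1829 in the kidney. With TMM scaling, 1361 were up and 676 down in the kidney, and with the median of ratios 772 were down; these follow the shift of the center of the kidney ratios. The share of shared DEGs with the same direction ranged from 76.7% to 87.8% over the alternatives. Of the pathways of Table 3, 5 to 7 exceeded matched lists in the spleen, 2 in the liver and 2 to 3 in the kidney.

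Results that reversed, for lists in their side of matched lists, did so by the unigene that stands for a gene. With the most-read unigene, the cytokine receptors of JAK-STAT had a median log2 ratio of 0.98 in the spleen, and the genes shown in Fig. 2c had a median of -0.136 there. CCL19 had 1.46 and TBK1 -0.17 in the spleen, PRF1 -4.56 and GAPDH -0.041 in the liver, and HPX -1.25 and GAPDH -0.32 in the kidney. With summed reads, the cytokine receptors had 0.94, the complement genes of the spleen list 0.84 in the liver, and exocrine pancreas genes -0.082 in the kidney; in the spleen, IL13RA2 had 0.62 and CCL19 1.31. The cause was not tested.

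Of 632 named genes in a tissue, 626 kept their call with an FDR of 0.01 and 6 passed in addition. With TMM scaling, 607 kept it, 19 no longer passed and 6 passed in addition; those lost include STAT6, IRF7, TAP2 and TBK1 in the spleen and CD2, CD8A, ACTN1 and CXCL12 in the kidney. With the most-read unigene, 523 of 545 kept it and 6 reversed, and with summed reads 507 of 546 did and 2 reversed. A list median does not depend on the FDR threshold, and TMM scaling shifts a list and its matched lists alike, so neither tests the position of a list; TMM scaling moved kidney medians up, that of the interferon-stimulated genes from -0.14 to 0.055. Of 144 list medians, 124 kept their position against matched lists with the most-read unigene, where T cell genes of the kidney (-0.51) and macrophage genes of the liver (-0.47) no longer lay outside matched lists. With summed reads, 114 of the list medians kept it and 3 changed side.

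Depth limits genes with few reads: no DEG of the spleen or kidney had fewer than 18 reads in its higher library. With 1 library per condition, no alternative leaves out a replicate. With genes at 0 reads in 1 library set to their bound, the median of the Toll-like receptor list in the spleen was 0.78, of the migration list in the kidney -1.34, and of cell cycle genes in the liver -1.17.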

Differences from the paper's values

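With the main settings, no count set beside the paper's differed by the criteria used; some did with 1 unigene per best protein match, with TMM scaling and with the median of ratios. The paper's numbers of DEGs up and down, shared between tissues and with a KEGG orthology are reached under 1 setting planned before the data were examined, with unigenes at 0 reads in 1 library kept. Under it, 1873 were up and 1402 down in the spleen, 431 and 622 in the liver and 916 and 1323 in the kidney; 82 were shared by the 3 tissues, and 1286, 465 and 936 had a KEGG orthology. For pairs of tissues, 375 were shared by the spleen and kidney alone and 86 by the spleen and liver. With 1 unigene per best protein match, a single unigene per protein leaves fewer: 970 up and 253 down in the spleen, 184 and 286 in the liver and 305 and 671 in the kidney (1223, 470 and 976 in all), with 30 shared by the 3 tissues, 140 by the spleen and kidney alone and 39 by the spleen and liver. In the kidney, 676 were down with TMM scaling and 772 with the median of ratios, against the paper's 1323, and with TMM scaling 242 were shared by the spleen and kidney alone. The methods state that unigenes with an RPKM of 0 were excluded. Summing reads over a symbol, named below, was chosen after seeing the values.

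The paper lists CD13 (ANPEP) among the antigens lower in the kidney; on its longest unigene it was 2.52-fold higher, while 1 of its 10 unigenes was down. The paper lists CD9, CD22 and CSF1R as lower, which had log2 ratios of -0.66, -0.69 and -0.81 on the longest unigene and did not pass; CD9 was lower on another unigene, and CD22 passed with the most-read unigene and with summed reads, under which IGHM and CD11b (ITGAM) passed as well. CD2, CD3E and CD8A were lower here too. Summed reads drop CD2 and CD3E from the calls.

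The paper draws Toll-like receptor genes of the spleen as higher; 7 of 17 measured were, but TLR1, TLR2, TLR7, MAPK14 and CXCL11 did not pass, with log2 ratios of 0.02, 0.55, 0.27, 0.13 and -0.42. The paper names p38 without a gene number, and a unigene of MAPK11, another p38 kinase, was higher. TLR8 had -0.20 on its longest unigene and was higher on 2 of 8. TAB1 passed with an FDR of 0.01 and with summed reads, and CD40 was higher on 1 of 12 unigenes. Of the complement genes drawn as higher, C1QB and C1QC did not pass, with 0.42 and 0.34, C4 passed on a shorter unigene and C7 on 2 of 3. Among the migration genes, ITGB1 and MMP2 did not pass, with 0.24 and 0.78, while ITGA4 passed on 2 of 11 unigenes and ACTB on 1 of 4. The paper draws IL13RA2 as higher in the spleen; its longest unigene was lower, at -1.87, and 2 of its 4 unigenes were higher. IL6ST, LIFR and CCL19 passed with summed reads, and CCL19 with the most-read unigene; summed reads drop PIK3R1, CASP8 and TBK1.

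In the liver, the paper draws APOA1, FABP1, ACADM, ADIPOQ and SLC27A1 as higher; on the longest unigene they did not pass, with log2 ratios of -0.28, 0.23, 0.31, 0.32 and 1.35, while ACADM was higher on 2 of 6 unigenes and FABP1 on another unigene. FADS2, drawn as lower, passed with the most-read unigene and with summed reads; FABP3 and ACSL1, drawn as lower, had -0.46 and -0.45 on the longest unigene and were lower on 2 of 4 and 1 of 2 unigenes with reads. Of the phagosome genes, COLEC11, MRC1 and LAMP2 did not pass, with 0.44, 0.44 and 0.19, and LAMP1 passed on 1 of 4 unigenes. In the kidney, FABP1, ACADM, SLC27A1 and ADIPOQ did not pass on the longest unigene, with -0.29, -0.08, 1.40 and 2.07, and ACADM was higher on 2 of 6. ANGPTL4 was higher in both tissues here too.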

Other observations

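Plasma and defense proteins made by the liver changed beside the genes of the paper's pathways. The trout C-polysaccharide binding protein rose from 25596 to 113877 reads, and LECT2, a chemotactic protein of the liver, from 29237 to 92014. Haptoglobin (HP), which binds free hemoglobin, rose 4.01-fold, and hepcidin (HAMP), an iron-regulating peptide, from 87 to 174 reads, while the antimicrobial peptide LEAP2 was 3.65-fold lower. Serum amyloid P (APCS) and hemopexin (HPX) had log2 ratios of -0.80 and 0.77 and did not pass. Of 15 acute-phase genes, 4 were up and 1 down, at percentile 99.9.

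In the kidney, guanidinoacetate methyltransferase (GAMT), which makes creatine, rose from 11806 to 30830 reads, and a high choriolytic enzyme, a protease, fell from 84995 to 36500. CYP7A1 rose there 5.18-fold, while it fell in the liver, and the difference was not tested. Among the renal tubule genes, GATM, the other enzyme of creatine synthesis, rose 3.88-fold and the glucose transporter SLC5A2 2.87-fold on 1 of its unigenes, which is not the most-read.

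Other lists are given in the order spleen, liver and kidney. Ribosomal proteins had 0 DEGs in the liver and kidney, with median log2 ratios of -0.11 and -0.35 at percentiles 6.05 and 10.5. Mitochondrially encoded genes had 0, with -0.25, -0.29 and 0.17 at 5.94, 1.53 and 99.2, and nuclear oxidative phosphorylation genes 0.11, -0.29 and 0.22 at 29.7, 7.25 and 99.9. Immediate early genes had 1, 0 and 2 up, with 0.10, -0.25 and 0.00 at 35.2, 27.9 and 90.9, and circadian genes 0.36, 0.02 and -0.04. Heat shock and endoplasmic reticulum stress genes had 2, 1 and 1 up and 0, 1 and 1 down, with 0.29, 0.14 and -0.22 at 82.2, 94.0 and 64.8. Hypoxia genes had 2, 1 and 1 up, with 0.29, -0.19 and -0.06, at 69.9 in the spleen and 90.9 in the kidney. Acute-phase genes of the spleen and kidney had 0.08 and -0.36 at 63.1 and 31.7.

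Of the cell type lists not given elsewhere, erythrocyte genes had medians of 0.22 in the liver and 0.39 in the kidney, at percentiles 95.2 and 99.9. Neutrophil genes had -0.39 and -0.65 at 13.0 and 4.51, and macrophage genes of the kidney -0.52 at 5.16. B cell genes of the liver had -1.42 at 4.64, with 0 DEGs of 3 measured, and B cell genes of the kidney -0.63 at 11.6, with 2 down of 9. With summed reads, chosen after seeing the data, the kidney B cell genes had 5 down of 14. Their median was then -0.76 at 1.385, outside matched lists, while that of the liver was -0.04 at 49.6. Exocrine pancreas genes had 1 down of 5 in both the liver and kidney, with 0.02 and -1.25. Hepatocyte genes of the liver had 1 up and 2 down of 16, with -0.17 at 7.34, and those of the kidney 3 down of 15, with -0.33 at 38.0. Skeletal muscle genes had -0.17 in the liver and 0 DEGs of 10 in the kidney. Thrombocyte genes had 0 DEGs of 6 in the liver, and renal tubule genes -0.27 in the spleen. Gonad genes had 1 down of 4 in the liver, with -1.71 at 0.14; 2 or fewer were measured in the other tissues, as were 3 or fewer genes of the endocrine pancreas and interrenal tissue in each.

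Of the remaining metabolic and immune lists, sterol synthesis in the spleen had 1 up of 19 (0.27 at 72.2), fatty acid synthesis 2 of 9 (0.18 at 54.1), fatty acid oxidation 5 of 16 (0.42 at 87.3) and gluconeogenesis 1 of 13 (0.45 at 85.9). Bile acid and xenobiotic genes had 0.10 in the spleen and -0.02 in the liver. Interferon-stimulated genes had 1 up and 2 down of 18 in the liver (0.13 at 90.2) and 3 up and 1 down in the kidney (-0.14 at 81.2). Antigen presentation had 0.20 in the spleen at 71.2 and -0.56 in the kidney at 2.47. Matrix genes had 0.02 in the spleen and -0.12 in the liver. The genes of the paper's RT-qPCR, a choice of the study and not independent evidence, had 7 up and 1 down of 19 in the spleen (0.55 at 99.6), 2 up and 3 down of 20 in the liver (-0.07) and 1 up and 3 down of 21 in the kidney (-0.40). Those of Fig. 2c had 8 up and 4 down of 19 (0.37 at 85.6), 6 up and 5 down of 19 (-0.46 at 0.85) and 3 up and 8 down of 18 (-0.71 at 0.06).

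Unigenes with and without a match in NR moved apart in the spleen: with at least 40 reads, those with a match had a median log2 ratio of 0.25 and 1208 up and 281 down, and those without had -0.17 and 507 and 724. In the liver the medians were -0.07 and -0.03, and in the kidney -0.28 and -0.04, with 370 up and 706 down against 484 and 370.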
